# The histone code reader Spin1 controls skeletal muscle development

**DOI:** 10.1038/cddis.2017.468

**Published:** 2017-11-23

**Authors:** Holger Greschik, Delphine Duteil, Nadia Messaddeq, Dominica Willmann, Laura Arrigoni, Manuela Sum, Manfred Jung, Daniel Metzger, Thomas Manke, Thomas Günther, Roland Schüle

## Abstract

While several studies correlated increased expression of the histone code reader Spin1 with tumor formation or growth, little is known about physiological functions of the protein. We generated Spin1^M5^ mice with ablation of *Spin1* in myoblast precursors using the *Myf5-Cre* deleter strain. Most Spin1^M5^ mice die shortly after birth displaying severe sarcomere disorganization and necrosis. Surviving Spin1^M5^ mice are growth-retarded and exhibit the most prominent defects in soleus, tibialis anterior, and diaphragm muscle. Transcriptome analyses of limb muscle at embryonic day (E) 15.5, E16.5, and at three weeks of age provided evidence for aberrant fetal myogenesis and identified deregulated skeletal muscle (SkM) functional networks. Determination of genome-wide chromatin occupancy in primary myoblast revealed direct Spin1 target genes and suggested that deregulated basic helix-loop-helix transcription factor networks account for developmental defects in Spin1^M5^ fetuses. Furthermore, correlating histological and transcriptome analyses, we show that aberrant expression of titin-associated proteins, abnormal glycogen metabolism, and neuromuscular junction defects contribute to SkM pathology in Spin1^M5^ mice. Together, we describe the first example of a histone code reader controlling SkM development in mice, which hints at Spin1 as a potential player in human SkM disease.

Spindlin1 (Spin1) is a histone code reader binding histone H3 trimethylated at lysine 4 (H3K4me3) with high affinity.^1, 2, 3^ H3K4me3 association is enhanced by the presence of asymmetrically dimethylated arginine 8 of histone H3^4^. Spin1 is highly expressed in several types of tumors^5, 6, 7^ and affects cell cycle, chromatin segregation, apoptosis, and transformation of cell lines, as well as tumor formation in nude mice.^6, 8, 9, 10, 11^ While these studies suggest important roles in cancer, physiological functions of Spin1 have only been subject to initial investigation. Mouse oocytes deficient for maternal *Spin1* undergo normal folliculogenesis, but fail to resume meiosis.^12^ Furthermore, mice with ubiquitous *Spin1* ablation die shortly after birth.^12^ However, tissue-restricted defects accounting for postnatal death have not been reported.

Skeletal muscle (SkM) is the most abundant tissue in vertebrates mediating support and movement and contributing to overall metabolism. SkM development is orchestrated by key transcription factors including Pax3 and Pax7, which are also required for muscle stem cell specification,^13, 14^ and the myogenic regulatory factors (MRFs) Myf5, MyoD (Myod1), Mrf4 (Myf6), and myogenin (Myog).^13, 14, 15^ MRFs are tissue-specific basic helix-loop-helix (bHLH) transcription factors acting as homodimers or as heterodimers with other bHLH transcription factors such as the ubiquitously expressed E-proteins E12/E47 (Tcf3), E2-2/ITF2 (Tcf4), and HEB/HTF4 (Tcf12).^14^

SkM fiber formation in mice comprises three successive phases, an embryonic wave from around embryonic day (E) 10.5 to E12.5, a fetal wave from around E14.5 to E17.5, and a postnatal period during which adult fibers are established.^14, 16, 17, 18^ Adult myofibers exhibit distinct contractile properties (slow- or fast-twitch), patterns of innervation, and metabolic activities (oxidative or glycolytic), which correlate with the expression of specific myosin heavy chain (MHC) isoforms.^19, 20^ Limb muscle of adult mice is composed of type I (slow, oxidative), type IIa (fast, oxidative), type IIx (fast, glycolytic), and type IIb (fast, glycolytic) fibers.^19, 20^ SkM mass and functions become compromised in disease and numerous gene mutations causing myopathies or muscular dystrophies have been documented.^21, 22, 23, 24, 25, 26, 27, 28^ Interestingly, selected fiber or muscle types preferentially degenerate in certain disease states.^29, 30^

In this study, we crossed mice harboring conditional *Spin1* alleles (*Spin1*^p/p^) with the *Myf5-Cre* deleter strain^31^ to ablate Spin1 in myogenic precursors. Most homozygous *Spin1*^p/p Myf5-Cre^ (hereafter termed Spin1^M5^) mice die shortly after birth, while surviving mice display severe growth retardation. Histological, transcriptome, and cistrome analyses provide evidence for aberrant fetal myogenesis and deregulated basic bHLH transcription factor networks around the onset of SkM defects. Furthermore, our observations suggest that altered expression of titin-associated proteins, aberrant glycogen metabolism, and defective NMJs contribute to SkM pathology in Spin1^M5^ mice. In summary, our data reveal a severe developmental defect caused by ablation of a histone code reader in SkM and hint at Spin1 as a potential player in human SkM disease.

## Results

### Loss of Spin1 in SkM results in postnatal lethality

To investigate physiological functions of Spin1 *in vivo*, we generated ubiquitous knockout (Spin1^R26^) mice by crossing *Spin1*^p/p^ mice with the *Rosa26-Cre* deleter strain^32^ (Supplementary Figure 1a). Spin1^R26^ mice were born, but died within one day after birth (Supplementary Figure 1b), which is in agreement with observations by others.^12^ Of note, at E18.5 Spin1^R26^ mice displayed dropping forelimbs (Figure 1a) indicating a neuromuscular defect.^33^

To address potential functions of Spin1 in SkM, we analyzed Spin1 protein expression in hind limb sections of control mice at E15 and after birth (P0) by immunofluorescence. At both time points, we observed intense Spin1 staining in Pax7-positive myoblast precursors (Figure 1b (arrowheads)) and weaker staining in nuclei of myofibers (Figure 1c (arrowheads)). Of note, in newborn mice, Spin1 expression was undetectable in some nuclei of myofibers (Figure 1c, bottom row (arrows)).

Next, we deleted *Spin1* in myoblast precursors by crossing *Spin1*^p/p^ mice with the *Myf5-Cre* deleter strain^31^ resulting in Spin1^M5^ mice. Immunostaining confirmed the absence of Spin1 protein in nuclei of Pax7-positive myoblast precursors (Figure 1d (arrowheads); Supplementary Figure 1c) and myofibers of Spin1^M5^ fetuses (Figure 1e (arrowheads); Supplementary Figure 1d). Remaining Spin1 staining is due to expression in non-myogenic cells such as Tcf4-positive fibroblasts^34^ (Supplementary Figure 1e (arrowheads); see Materials and Methods and Supplementary Figure 1f, g for further characterization).

Homozygous Spin1^M5^ mice were obtained at the expected Mendelian ratio at birth (Supplementary Figure 1h). However, about 80% of Spin1^M5^ mice died within one day after birth. Newborn Spin1^M5^ mice could typically be distinguished from control littermates by an abnormal posture and the absence of milk in the stomach (Figure 1f). Moreover, at E16.5, we observed dropping forelimbs for Spin1^M5^ fetuses (Figure 1g). Together, our data show that ablation of Spin1 in SkM causes early postnatal death of the majority of mice.

### SkM of Spin1^M5^ mice is characterized by necrosis and structural defects in non-necrotic fibers

To characterize SkM defects in Spin1^M5^ mice, we inspected hematoxylin & eosin (H&E)-stained hind limb sections at different stages of development. Compared with control littermates, we observed in newborn Spin1^M5^ mice loss of fibers (Figure 2a, top row (black asterisks)) and numerous immature or degenerating fibers lacking contractile material (dashed circles). In Spin1^M5^ fetuses at E16.5, we also noted fibers with irregular H&E staining (Figure 2a, middle row (dashed circles)) and at E15 enlarged fibers, which were less abundant in control samples (Figure 2a, bottom row (white asterisks)).

Electron microscopy analyses of hind limb sections revealed for newborn Spin1^M5^ mice degenerating, necrotic fibers (Figure 2b, columns I–II (demarcated by dashed lines)), defective mitochondria (Figure 2b, column III (arrows)), and abnormal glycogen accumulation (Figure 2b, column IV (asterisks)). Similar defects were detected for Spin1^M5^ fetuses at E16.5 (Supplementary Figure 2). Furthermore, in non-necrotic fibers of Spin1^M5^ fetuses, we observed structural defects including a low density of contractile material and the lack of a clear M-line (Supplementary Figure 2, column III (triangles)). Together, our H&E and electron microscopy analyses uncovered necrotic and structurally defective fibers in Spin1^M5^ mice. In addition, the data suggested an onset of SkM defects before E16.5.

### Transcriptome and histological analyses provide evidence for aberrant fetal myogenesis in Spin1^M5^ mice

To investigate alterations of the transcriptome in SkM of Spin1^M5^ fetuses, we performed RNA sequencing (RNA-seq) analyses using RNA isolated from limb muscle. At E15.5, we observed only 17 differentially expressed genes (DEGs) (*P*≤1e−3; fold change ≥1.5) (Figure 3a; Supplementary Table 1a). In comparison, at E16.5 RNA-seq detected 193 DEGs, of which seven (*Ankrd1, Ankrd2, Pmaip1, Scn4b* (upregulated); *Myf5, Msc, Nos1* (downregulated)) overlapped with the E15.5 DEGs (Figure 3a; Supplementary Table 1b). The strong increase in DEGs from E15.5 to E16.5 provided evidence for E15.5 as the approximate onset of SkM defects in Spin1^M5^ fetuses.

The common E15.5/E16.5 DEGs *Ankrd1* (CARP) and *Ankrd2* (ARPP) encode titin-associated regulators of sarcomere function, whose expression is often deregulated in SkM disease.^35^ We therefore investigated Ankrd1 and Ankrd2 protein levels in hind limb sections of E16.5 fetuses by immunofluorescence (Figures 3b and c). Most prominently, in control fetuses, expression of both proteins was restricted to the inner (prospective oxidative) part of the tibialis anterior (TA) neighboring the tibia (Figure 3c (demarcated by dashed lines)), whereas in Spin1^M5^ fetuses staining was also present in the outer (prospective glycolytic) part of the TA (Figure 3c (asterisks)). In comparison, at E15 Ankrd1 and Ankrd2 staining of hind limb muscle of Spin1^M5^ and control mice was similar (Supplementary Figures 3a and b). Thus, deregulation of *Ankrd1* and *Ankrd2* transcripts at E15.5 and E16.5 and aberrant protein expression at E16.5 are early markers of SkM defects in Spin1^M5^ fetuses.

To analyze which proportion of developmentally regulated genes is affected by the absence of Spin1, we compared the E16.5 DEGs with gene expression changes in control fetuses from E15.5 to E16.5. In control fetuses, we observed 2042 genes differentially expressed between E15.5 and E16.5 (Figure 3d; Supplementary Table 1c). Phenotype and pathway analyses for these 2042 DEGs using WebGestalt^36^ confirmed relevance of the identified genes for SkM development or function (Supplementary Figures 3c and d). Intersection with the 193 E16.5 DEGs revealed an overlap of 125 genes (Figure 3d). Therefore, the absence of Spin1 prevents adequate expression of a subset of genes regulated during the fetal phase of myogenesis in control mice.

To corroborate aberrant fetal myogenesis in Spin1^M5^ mice, we compared the E16.5 DEGs with transcripts previously observed to be differentially expressed in embryonic or fetal myotubes.^37^ Of the 27 transcripts more highly expressed in embryonic (compared with fetal) myotubes, only one (*Tnnc1*) overlapped with the E16.5 DEGs (Figure 3e). Importantly, eight out of thirteen transcripts more highly expressed in fetal myotubes (*Myh8, Tnni2, Tnnt3, Atp2a1, Casq1, Pvalb, Ckm,* and *Eno3*) were downregulated DEGs in Spin1^M5^ mice at E16.5 (Figure 3e). Together, our data provided evidence for an impaired progression of fetal myogenesis in Spin1^M5^ mice.

### Identification of deregulated SkM functional networks in Spin1^M5^ fetuses

To identify genes accounting for SkM defects in Spin1^M5^ fetuses, we performed phenotype and pathway analyses for the E16.5 DEGs using WebGestalt^36^ (Figures 4a and b). These analyses revealed terms related to SkM function, metabolism, and pathology. We grouped the genes associated with the phenotype and pathway terms according to functional networks previously proposed in systems biology analyses for SkM^38, 39^ (Figure 4c). The deregulated SkM networks comprise genes encoding transcription factors and signaling molecules, proteins important for sarcomere function, titin (Ttn)-associated factors, metabolic enzymes, and proteins involved in the neuromuscular junction (NMJ) and excitation-contraction coupling (ECC) (Figure 4c). Deregulation of these functional networks likely causes SkM dysfunction in Spin1^M5^ fetuses.

### Deregulated basic helix-loop-helix transcription factor networks account for SkM defects in Spin1^M5^ fetuses

In addition to genes required for SkM structure or function, we found the myogenic bHLH transcription factor-encoding genes *Myf5*, *Myog*, *Msc* (musculin, MyoR), and *Hes6*^15, 40, 41, 42, 43^ among the E16.5 DEGs (Figure 4c (network 'transcription and signaling')). Therefore, deregulated bHLH transcription factor-controlled gene expression may be an early event accounting for aberrant myogenesis in Spin1^M5^ fetuses. In support of this idea, *Myf5* and *Msc* were also among the E15.5 DEGs (Supplementary Table 1a).

To correlate gene expression with Spin1 chromatin occupancy, we performed chromatin immunoprecipitation followed by massive parallel sequencing (ChIP-seq) using primary myoblasts. 

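Primary myoblasts are cultured muscle precursor cells, and those used here were taken from the limbs of mice at an age of 10 days. Chromatin was precipitated with 5 µg of Spin1 antibody or with 1 µg of antibody against H3K4me3, the trimethylated lysine of histone H3 that Spin1 reads. Each antibody gave 1 library, which was amplified with 12 PCR cycles. The authors mapped the reads to mm10, the mouse assembly GRCm38, with bowtie 2, and called peaks with MACS 1.4.2 against input DNA. They removed peaks with a false discovery rate above 1%. The deposited values are the start and end of each peak and its MACS score, which is 10 times the negative log10 of the p-value against the input. The score grows with sequencing depth and peak width, so scores were used to rank or filter peaks within 1 list, and across the lists only for a correlation over overlapping peaks. Scores accumulate at 3100, and 30.9% of the Spin1 peaks and 45.2% of the H3K4me3 peaks had this score or a higher one, so these peaks have no reliable order. The lists hold no read counts, and the depth of the libraries is unknown. There were no replicates, so the spread between cultures cannot be estimated. Shares are given with 95% Wilson confidence intervals, which cover counting error only. Peaks were compared with the TSSs of 45756 curated RefSeq transcripts of 26182 genes. A peak was assigned to a genomic feature by its center, as HOMER does, and a gene was counted as occupied when a peak overlapped TSS±1 kb of any of its transcripts by at least 1 bp. Window, gene set, score threshold and assignment rule could change these numbers and were varied. The input sample and the 22 RNA-seq samples were not analysed here.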

ChIP-seq with Spin1-specific antibody revealed 17106 peaks, of which the majority (61.2%) was located at the promoters (transcription start site (TSS)±1 kb) of 12438 genes (Figure 5a; Supplementary Figure 4a). 

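The 17106 Spin1 peaks covered 32.9 Mb or 1.21% of the genome. Their median width was 1739 bp (95% confidence interval from 1717 to 1760 bp). Scores ranged from 50.7 to 3233 with a median of 1239. The center of 10873 peaks, or 63.6% (62.8 to 64.3%), lay within 1 kb of a TSS. Of these centers, 83.7% were located downstream of the TSS. The median position of all 10873 centers, with upstream positions counted as negative, was 293 bp downstream. A distance of more than 10 kb from any TSS was seen for 19.1% of the peaks. Promoters of 13267 genes were occupied by Spin1. The promoter share moved most with a window from 1 kb upstream to 0.1 kb downstream of the TSS, which left 21.0% of the peaks at promoters. The number of genes moved most with the 50% of peaks that have the highest scores, which occupied 9966 genes. The highest score was shared by 10 peaks, which therefore have no order. As scores of 3100 or more have no reliable order, these 10 peaks cannot be ranked above those with a score of 3100. The 5 widest of the 10 peaks, a choice made after the tie was seen, overlapped the genes Oxr1, Wdfy1, Frk, Zdhhc18 and Mpdu1. Each had its peak center less than 1 kb from the TSS of that gene. They are examples and are not shown to be the strongest Spin1 peaks. The peak at Oxr1 lies on chromosome 15 of GRCm38 from 41787931 to 41791517.

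**Figure D1:**
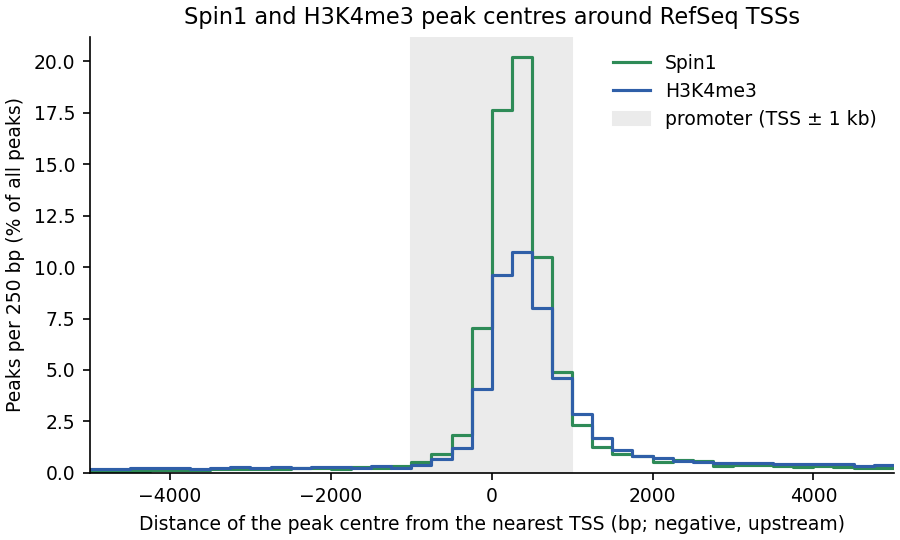
Distance of peak centers from the nearest TSS in bp (x axis, negative values upstream) against the percentage of all peaks per bin of 250 bp (y axis), for the Spin1 (green) and the H3K4me3 (blue) library. The highest Spin1 bin, from 250 to 500 bp downstream, holds 20.2% of the Spin1 peaks, and the gray area is TSS±1 kb.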

Next, ChIP-seq analysis for H3K4me3 detected 37% of the peaks at the promoters of 14832 genes (Figure 5a; Supplementary Figure 4a). 

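The H3K4me3 library gave 30763 peaks, which covered 67.7 Mb or 2.48% of the genome and had a median width of 1655 bp (1633 to 1684 bp). Peak centers within TSS±1 kb numbered 12115, a share of 39.4% (38.8 to 39.9%), and 16207 genes had an H3K4me3 peak at the promoter. The median distance to the nearest TSS was 2936 bp, against 554.5 bp for Spin1, and 36.5% of the H3K4me3 peaks were more than 10 kb away from any TSS. The confidence intervals of the promoter shares of both libraries do not overlap, but with 1 library each the difference has no replicate check. The Spin1 share was the higher of the pair under all 8 alternatives of window, gene set, TSS, score and assignment. With the 50% of H3K4me3 peaks that have the highest scores, the H3K4me3 share was 68.5%. This was the largest change of the H3K4me3 share among these alternatives in percentage points. The lowest H3K4me3 share was 12.5%, with the window from 1 kb upstream to 0.1 kb downstream of the TSS.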

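Genes with a Spin1 peak at the promoter in primary myoblasts were compared with genes with an H3K4me3 peak at the promoter. Both peaks were found at 13246 genes, or 99.8% (99.8 to 99.9%) of the genes occupied by Spin1. Spin1 without H3K4me3 was seen at 21 gene promoters and H3K4me3 without Spin1 at 2961. The enrichment factor R, the ratio of observed to expected shared genes, was 1.61 with a log10 p-value of -4469 (one-sided hypergeometric test), and 1.62 is the largest R that these gene numbers allow. The share of Spin1 genes with H3K4me3 moved most when a peak center had to lie inside the promoter window, which gave 85.4%. Among the 21 genes was Mir206, singled out after its values were seen, with a Spin1 peak on chromosome 1 of GRCm38 from 20678547 to 20679605 and a score of 302.6. The annotated Mir206 gene spans only 20679010 to 20679082. Whether its annotated start is the start of the transcript, and so a promoter, was not tested. Without regard to genes, 15621 Spin1 peaks or 91.3% (90.9 to 91.7%) overlapped an H3K4me3 peak by at least 1 bp. This share of Spin1 peaks moved most with the 50% of peaks that have the highest scores, to 99.9%. Circular shifts of the Spin1 peaks along each chromosome gave a mean overlap of 4.95% and at most 9.44% in 1000 shifts, so the overlap was 18.4-fold above random placement (one-sided permutation test, p = 0.001, the smallest p that 1000 shifts can give). Of the 5309 Spin1 peaks outside promoters, 72.6% (71.3 to 73.7%) overlapped an H3K4me3 peak. When the H3K4me3 peaks were also limited to those outside promoters, the overlap was 56.1%, 39.5-fold above shifted peaks (one-sided permutation test, again p = 0.001). Of the H3K4me3 peaks, 46.5% (45.9 to 47.0%) overlapped a Spin1 peak. Across the 15621 overlapping peaks, Spin1 and H3K4me3 scores had a Spearman's rho of 0.457 and a Pearson's r of 0.431 on the log scale. Both had a permutation p of 1.00e-05, the smallest that 100000 resamples can give, and a Benjamini-Hochberg adjusted p of 1.00e-05 over the 8 correlations computed. Peaks are not independent replicates, and because scores grow with width and depth, these correlations describe only the pair of lists. Where both scores were below 3100, rho was 0.148 over 2000 peaks.

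**Figure D2:**
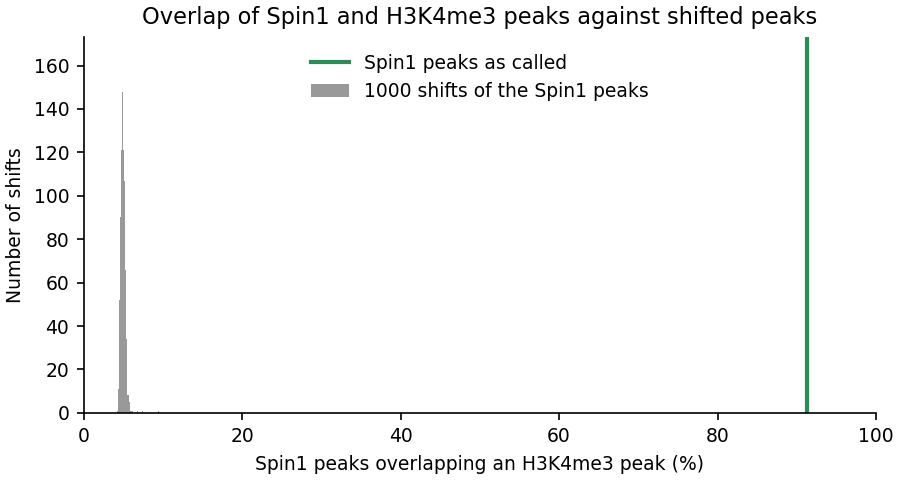
Percentage of Spin1 peaks that overlap an H3K4me3 peak (x axis) against the number of shifts (y axis). The gray bars are 1000 circular shifts of the Spin1 peaks, none above 9.44%, and the green line marks the peaks as called, at 91.3%.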

Further analyses confirmed the presence of H3K4me3 at almost all gene promoters occupied by Spin1 (Figure 5a) as well as overlapping intensity profiles (Figure 5b). Thus, in primary myoblasts Spin1 and H3K4me3 occupy a large portion of cellular gene promoters.

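Spin1 and H3K4me3 peaks together were present at the promoters of 50.6% (50.0 to 51.2%) of the genes in the annotation. Among the 21000 protein-coding genes, the share was 56.7% (56.0 to 57.3%). It moved most with the 50% of peaks that have the highest scores, which left 38.1% of the genes with both. The paper's line of reasoning runs from the peaks called in each library to the genes with a peak at TSS±1 kb and to the intersection of both gene sets. From the size of this intersection and from the overlapping intensity profiles, the paper concludes that a large portion of promoters is occupied by Spin1 and H3K4me3.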

Despite occupying thousands of gene promoters, Spin1 apparently only regulates a subset of target genes during fetal myogenesis. To further investigate Spin1-mediated gene regulation, we intersected the E16.5 DEGs with the cistrome observed in primary myoblasts. This analysis revealed the presence of Spin1 and H3K4me3 at the promoter of 88 E16.5 DEGs (Figure 5a). 

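The whole set of E16.5 DEGs was not used here, and the peaks were examined at the DEGs that the text names. The DEGs were found in fetal SkM, whereas the peaks come from cultured myoblasts. Of 18 genes named as DEGs at E15.5 or E16.5, 12 had Spin1 and H3K4me3 peaks at the promoter. These were Ankrd1, Pmaip1, Myf5, Msc, Tnnc1, Tnni2, Tnnt3, Atp2a1, Casq1, Eno3, Myog and Hes6. H3K4me3 alone was present at Scn4b, Myh8, Pvalb and Ckm, and neither peak at Ankrd2 and Nos1. The widest Spin1 peak at these promoters overlapped the promoter of Eno3, which encodes a muscle enolase. It has 9189 bp and lies on chromosome 11 of GRCm38 from 70650435 to 70659623. The first curated Eno3 TSS, at 70657176, is inside this peak, but the peak center lies further upstream, outside TSS±1 kb. Its width may therefore not belong to Eno3 alone. The lowest Spin1 scores were found at the genes of a troponin subunit and of a calcium-binding protein. The Tnni2 promoters had 3 Spin1 peaks, with scores of 148.1, 101.9 and 166.4, and the Casq1 promoter had 1 Spin1 peak with a score of 103.6. The Casq1 peak, on chromosome 1 from 172220487 to 172221168, lies upstream of the TSS and outside a window of TSS±0.5 kb. With the 50% of peaks that have the highest scores, Spin1 and H3K4me3 remained at 8 of the 18 genes, with Msc, Tnni2, Atp2a1 and Casq1 lost. Tnnc1 was kept by a Spin1 peak that ends upstream of its TSS, whereas the Spin1 peak over the Tnnc1 TSS had a score of 396.9. The H3K4me3 peaks at Casq1, with scores of 55.14 and 91.34, and at Myh8, with 97.45, were weak and were lost with a score of at least 100. Of the 53 genes legible in Fig. 4c, 29 had both peaks at the promoter and 42 had H3K4me3.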

A transcription factor target analysis for these 88 genes using WebGestalt^36^ revealed a significant enrichment of potential Myod1 target genes followed by E12 (Tcf3) and Mef2 targets (Figure 5c).

To validate Myod1 promoter occupancy of Spin1 target genes, we analyzed a previously deposited Myod1 ChIP-seq data set for C2C12 myoblasts (GEO data set GSE36024), which uncovered Myod1 peaks at the promoters of 14612 genes (Figure 5d). Intersection with Spin1-occupied genes showed a large overlap of 11695 direct targets of Spin1 and Myod1 (Figure 5d). Comparison with the E16.5 DEGs identified 82 direct Spin1/Myod1 targets (Figure 5d). Inspection of ChIP-seq tracks confirmed the presence of Spin1, H3K4me3, and Myod1 at promoters of SkM functional, metabolic, and regulatory genes (Supplementary Figure 4b) as well as the promoters of *Myf5*, *Myod1*, *Myog*, *Msc*, and *Hes6* (Figure 5e). Together, our data suggest that deregulated bHLH transcription factors affect Spin1/Myod1-dependent target gene transcription thereby accounting, at least in part, for SkM defects in Spin1^M5^ fetuses.

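Promoters of all 5 genes carried a Spin1 and an H3K4me3 peak. Myod1 has its TSS on chromosome 7 of GRCm38 at 46376474, inside a Spin1 peak from 46374582 to 46379472 that covers the whole gene. The H3K4me3 peak there, from 46374410 to 46380684, contains the Spin1 peak. The Myog TSS on chromosome 1 at 134290004 lies in a Spin1 peak from 134289558 to 134293178 and an H3K4me3 peak from 134289621 to 134293393. At Hes6, on the minus strand of chromosome 1, a Spin1 peak from 91410292 to 91414968 lies within an H3K4me3 peak from 91410159 to 91415104. The Spin1 peaks of Myod1, Myog and Hes6 each had a score of 3100. Lower scores were found at Myf5, with 1495 for the Spin1 peak on chromosome 10 from 107484782 to 107486594, and at Msc, with 734.2 for the Spin1 peak on chromosome 1 from 14754714 to 14756172. All 5 H3K4me3 peaks had a score of 3100. With the 50% of peaks that have the highest scores, Msc lost its Spin1 peak and the other genes kept theirs. The Myod1 data of C2C12 myoblasts and the fetal RNA-seq data, which the paper combines with these peaks, were not analysed here.

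**Figure D3:**
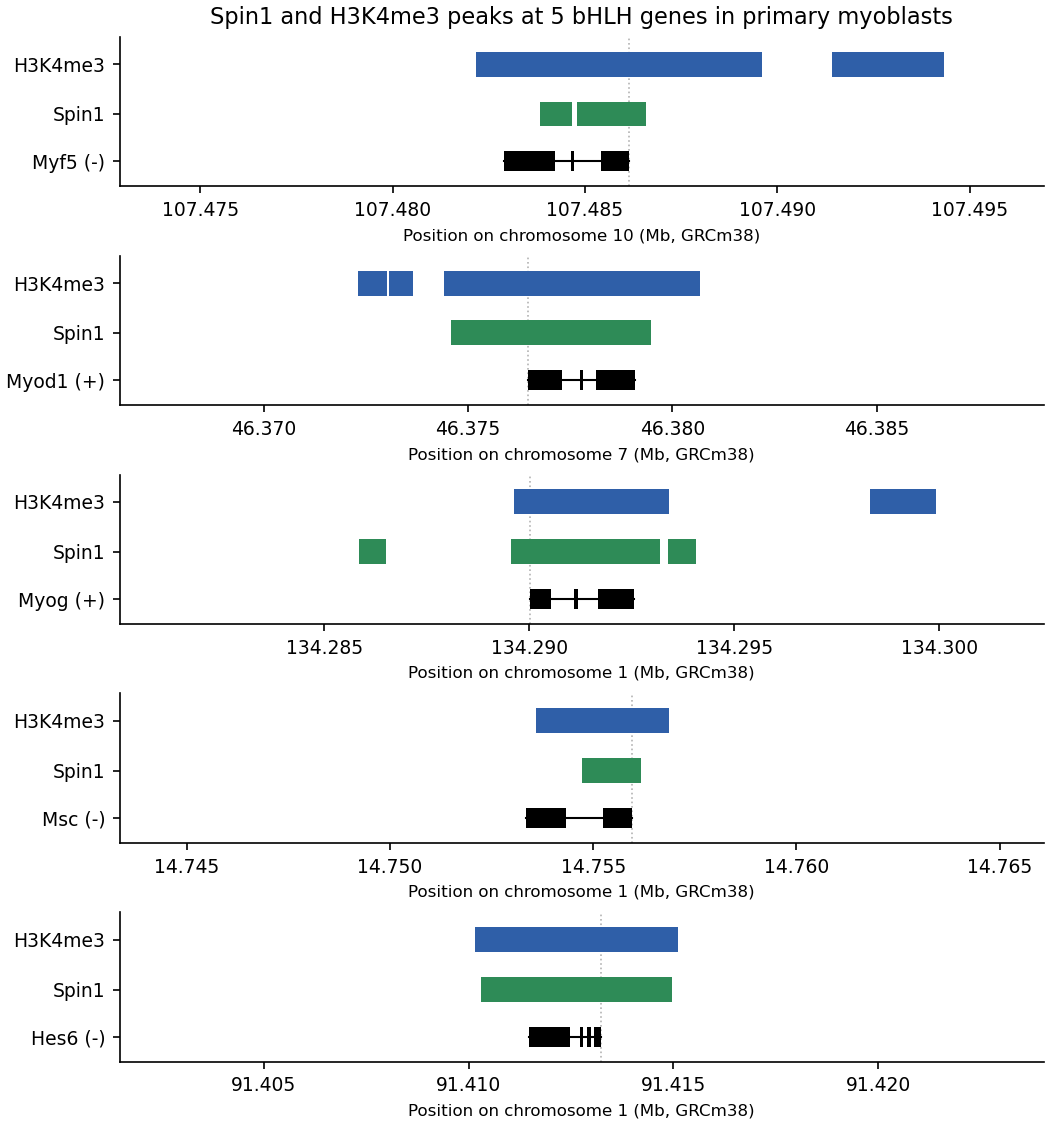
Peaks of the H3K4me3 (blue) and the Spin1 (green) library at Myf5, Myod1, Myog, Msc and Hes6, with the position on the chromosome in Mb of GRCm38 on the x axis. Black boxes are exons, the sign after the gene name is its strand and dotted lines mark the TSS of the transcript drawn, which lies inside a peak of each library at all 5 genes.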

### Surviving Spin1^M5^ mice exhibit major defects in soleus, tibialis anterior, and diaphragm

While the majority of Spin1^M5^ mice died shortly after birth, about 20% survived and reached adulthood. We next investigated the consequences of aberrant fetal myogenesis for SkM in surviving Spin1^M5^ mice between 15 and 30 weeks of age, the latter representing the oldest cohort obtained. Adult Spin1^M5^ mice exhibit a severe scoliosis, cachexia, and weigh only around 60% of control littermates (Figures 6a and b).

Inspection of hind limb muscles revealed as the most prominent feature an abnormally thin and pale soleus (SOL) muscle in Spin1^M5^ mice (Figure 6c). Other hind limb muscles (gastrocnemius (GC), plantaris (PL), TA, extensor digitorum longus (EDL), and quadriceps (QC)) also displayed a reduced mass relative to controls (Figure 6d; Supplementary Figure 5a). The muscle mass reduction was more pronounced (about 60%) for TA than for gastrocnemius-plantaris, EDL, or quadriceps (about 30%) (Supplementary Figure 5a). Counting showed that the number of TA fibers was reduced by about 50%, but did not uncover a significant difference for the EDL of Spin1^M5^ compared with control mice (Supplementary Figure 5b).

H&E staining confirmed degeneration of the soleus as evidenced by rounded fibers, enormous differences in fiber diameters, and the presence of inflammatory cells (Figure 6e). Major defects were also observed in the TA, while gastrocnemius and EDL appeared largely normal (Figure 6e). Also, the diaphragm (DP) of Spin1^M5^ mice displayed severe muscle fiber degeneration (Supplementary Figure 5c). Gomori staining detected abnormal collagen deposition indicating fibrosis mainly in the soleus and TA muscle of Spin1^M5^ mice (Supplementary Figure 5d). Together, our observations revealed severe defects in soleus, TA, and diaphragm.

To investigate whether degenerative changes affected specific fiber types, we analyzed SkM sections by immunofluorescence. The TA of control mice exhibited typical fiber type compositions, that is, mainly type IIb fibers in white (primarily glycolytic) TA and type IIa and IIx fibers in red (primarily oxidative) TA (Figure 6f, top and middle rows). NADH staining correlated with the glycolytic or oxidative properties of the fiber types (Figure 6f, bottom row). In comparison, in the TA of some Spin1^M5^ mice, fiber types could not be clearly distinguished since most fibers expressed varying levels of MHC-IIx, in part together with MHC-IIb (Figure 6f). We rarely observed type IIa fibers in the TA of these animals (Figure 6f). However, in the TA of other Spin1^M5^ mice type IIa fibers were present (Supplementary Figure 5e, right column). Furthermore, all expected fiber types were observed in the degenerating soleus and the neighboring plantaris of Spin1^M5^ mice (Supplementary Figure 5e, left and middle columns), although defective fibers could be identified by irregular fiber size, shape, or NADH staining (Figure 6f; Supplementary Figure 5e, bottom row (arrows)). Overall, these observations argue against selective fiber type degeneration in Spin1^M5^ mice, but rather suggest that certain muscles including soleus, TA, and diaphragm degenerate.

### Identification of deregulated SkM functional networks in surviving Spin1^M5^ mice

We next analyzed the transcriptomes of TA of Spin1^M5^ and control mice at three weeks of age (P21), which revealed 1040 DEGs (*P*≤1e−5; fold change ≥1.5; Figure 7a; Supplementary Table 1d). Intersection with the E16.5 DEGs detected a highly significant overlap of 50 genes (Figure 7a) suggesting that defects in surviving Spin1^M5^ mice are related to differential gene expression at early stages of disease.

Phenotype and pathway analyses for the P21 DEGs uncovered terms related to muscle function and disease, as well as metabolism (Figures 7b and c). In addition, we noted terms such as ‘focal adhesion’ and ‘regulation of actin cytoskeleton’, which were not identified at E16.5 (Figures 4a and b). Grouping of the P21 DEGs according to systems biology classifications^38, 39^ revealed the same deregulated SkM networks (Figure 7d) as for the E16.5 DEGs (Figure 4c). At P21, however, the networks contained more DEGs than at E16.5, and we identified additional networks ('hypertrophy & atrophy pathways' and 'cytoskeleton'). Of note, the strong increase in deregulated genes including collagen isoforms in the network 'extracellular matrix (ECM)' (Figure 7d) correlates with fibrosis detected in the TA of adult Spin1^M5^ mice (Supplementary Figure 5d). Together, this analysis provided a comprehensive disease signature for the TA of surviving Spin1^M5^ mice.

### Differential gene expression in surviving Spin1^M5^ mice correlates with SkM disease patterns

In the final set of experiments, we aimed to correlate differential gene expression in surviving Spin1^M5^ mice with SkM disease patterns. Since several P21 DEGs encode titin-associated proteins^21, 22^ (Figure 7d, network 'Ttn-associated'), we hypothesized similarity with diseases caused by *Ttn* mutations such as tibial muscular dystrophy (TMD).^44, 45^ Muscular dystrophy with myositis (*mdm*) mice (serving as a model of TMD) express a titin mutant lacking the N2A region, which binds Ankrd1, Ankrd2, and Ankrd23. Accordingly, defective Ankrd1 signaling has been implicated in TMD in *mdm* mice.^46^ Intersection of the P21 DEGs with 75 DEGs previously reported in *mdm* mice^46^ revealed a significant overlap of 26 genes (Figure 8a). Given that Ankrd1 and Ankrd2 are already deregulated in Spin1^M5^ fetuses at E16.5 (Figures 3c and 4c), aberrant expression of titin-associated proteins may account for SkM defects in Spin1^M5^ mice.

Next, we observed downregulation of genes involved in glycogen metabolism including *Pygm*, *Pfkm*, *Phka1*, *Phkg1*, *Prkaa2*, and *Prkag3* (Figure 7d, networks 'glucose & glycogen' metabolism and 'hypertrophy & atrophy pathways'). Mutations of these genes are known to occur in glycogen storage diseases (glycogenoses).^28^ Periodic acid–Schiff (PAS) staining revealed abnormal glycogen deposits in TA and soleus fibers of Spin1^M5^ mice (Figure 8b, black triangles). Although these deposits are limited to individual fibers, which differs from typical glycogenoses, our observation suggests that defective glycogen metabolism contributes to SkM disease in adult Spin1^M5^ mice.

Finally, we noted strong deregulation of acetylcholine receptor subunits (*Chrna1*, *Chrnd*, *Chrne*, *Chrng*) and several genes involved in excitation-contraction coupling (Figure 7d, networks 'NMJ' and 'ECC') hinting at defective neuromuscular junctions and/or excitation-contraction coupling. Therefore, we analyzed neuromuscular junctions in the diaphragm of newborn and adult Spin1^M5^ mice by electron microscopy (Figure 8c). At both time points, the analysis revealed defects of the synaptic membrane (white triangles) and an abnormal appearance as well as a reduced number of synaptic vesicles (arrows) in Spin1^M5^ mice (Figure 8c). Furthermore, we observed the presence of vacuoles at nerve terminals of adult Spin1^M5^ mice (Figure 8c, right columns (asterisks)). These data provide evidence for neuromuscular junction damage and abnormal excitation-contraction coupling in Spin1^M5^ mice.

## Discussion

In this study, we ablated the H3K4me3 reader Spin1 in myoblast precursors resulting in abnormal fetal myogenesis, early postnatal death, or severe SkM defects in few surviving Spin1^M5^ mice. Our analyses suggest that numerous E16.5 DEGs are direct target genes of Spin1 and Myod1. Furthermore, aberrant expression of Myf5, Myog, Msc, and Hes6 in Spin1^M5^ fetuses may indirectly affect Myod1-dependent gene regulation. Msc, for example, can repress transcription and antagonize the action of Myod1 in undifferentiated myoblasts by heterodimerization with E-proteins.^40^ Hes6 was reported to inhibit expression of Msc thereby enhancing myoblast differentiation.^43^ Therefore, deregulated bHLH transcription factor networks appear to determine, at least in part, aberrant gene expression in Spin1^M5^ fetuses.

The preferential degeneration of soleus, TA, and diaphragm in adult Spin1^M5^ mice raised the question whether this is caused by fiber type- or muscle type-selective mechanisms. Currently, we favor the latter hypothesis. While degeneration of type I and type II fibers might account for soleus defects, it would not convincingly explain the severe TA damage since this muscle contains only about 1 and 10% of these fibers types, respectively.^47^ Furthermore, at E15.5 or E16.5, we did not identify DEGs involved in the regulation of fiber type identity or plasticity (e.g., *Six1*, *Six4*, *Eya1*, *Sox6*).^30^

One possible determinant of muscle type-selective degeneration in Spin1^M5^ mice could be the deregulation of titin-associated proteins such as Ankrd1, which has been linked with TMD in *mdm* mice.^46^ However, despite some similarity with TMD, the SkM phenotype of Spin1^M5^ mice is apparently more complex. We exemplarily correlated the P21 DEGs with abnormal glycogen accumulation in individual TA and soleus fibers as well as neuromuscular junction defects in Spin1^M5^ mice. Due to the high number of DEGs observed in the TA of Spin1^M5^ mice at P21, these examples only provide an initial characterization of deregulated SkM networks.

Compared with transcription factors, signaling molecules, SkM structural proteins, or metabolic enzymes, the roles of epigenetic regulators in SkM physiology and disease have only more recently become a focus of research. However, while epigenetic writers, erasers, and non-coding RNAs have received considerable attention,^48, 49^ little is known about potential functions of histone code readers in SkM. Few readers (Brd4, Ing2, Sfmbt1, Dpf3) have been implicated in myogenesis using the C2C12 cell culture model^50, 51, 52, 53^ or in zebrafish.^54^ However, in these cases either knockout mouse models have not been reported, or in mice no apparent SkM phenotype was observed.^55, 56, 57^ Thus, to the best of our knowledge, Spin1 is the first histone code reader, for which ablation in SkM has fatal consequences in mice. Together, our histological and transcriptome analyses provide insight into severe SkM defects in Spin1^M5^ fetuses and surviving adult mice, hinting at Spin1 as a potential player in human SkM disease.

## Materials and methods

### Mouse studies

All mice were housed in the pathogen-free barrier facility of the University Medical Center Freiburg in accordance with institutional guidelines and approved by the regional board. Mice were maintained under temperature- and humidity-controlled conditions with a 12-h light/dark cycle, free access to water, and a standard rodent chow (3807, Provimi Kliba). Animals were killed by cervical dislocation and tissues immediately processed for further analyses.

### Generation and validation of Spin1^R26^ and Spin1^M5^ mice

The targeting strategy for generation of a conditional *Spin1* allele is outlined in Supplementary Figure 1a. Details are available upon request. The targeting construct was electroporated into C57BL/6 N Tac embryonic stem (ES) cells (Taconic), and neomycin-and puromycin-resistant clones were expanded. Selected ES cells were injected into blastocysts of C57BL/6 N mice. Resulting mice were bred to *Rosa26-Flp* mice to remove NeoR and PuroR selection markers. 

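The Spin1 gene lies on the plus strand of chromosome 13 of GRCm38, from 51097934 to 51152562. The gene has 5 curated RefSeq transcripts, which all include exon 4, and the gene start is that of a transcript outside the curated set. Exons are numbered here by the RefSeq Select transcript, from 51100880 to 51152562, which has 6 exons, with the start codon in exon 2 and the stop codon in exon 6, and encodes 262 amino acids. Exon 4, from 51139357 to 51139610, is 254 bp long and entirely coding. It lies between intron 3 with 11383 bp and intron 4 with 4691 bp. The first 60 bases of the exon are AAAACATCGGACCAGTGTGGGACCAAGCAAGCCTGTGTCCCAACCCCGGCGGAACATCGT, and the last 60 bases are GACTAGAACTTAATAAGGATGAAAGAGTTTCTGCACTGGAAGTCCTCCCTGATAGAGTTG. Its length is not a multiple of 3, so that joining exon 3 to exon 5 shifts the reading frame. Translated from the reference, this transcript without exon 4 encodes 56 amino acids, of which the first 33 are those of the full protein and the last 23 follow the shift, with a stop codon in exon 5.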

Offspring harbored a conditional *Spin1* allele, in which exon 4 of *Spin1* was flanked by loxP sites. C57/Bl6N mice homozygous for the conditional allele (*Spin1*^p/p^) were crossed with the *Rosa26-Cre* deleter strain^32^ to generate ubiquitous knockout (Spin1^R26^) mice or with the *Myf5-Cre* deleter strain^31^ to selectively ablate *Spin1* in myoblast and brown adipocyte precursors (Spin1^M5^ mice). Mice were maintained on the C57/Bl6N background. In phenotypic analyses of Spin1^M5^ mice, *Spin1*^+/p^ or *Spin1*^p/p^ littermates served as controls. Mice were genotyped by PCR amplification using GoTaq G2 Flexi DNA polymerase (Promega) of genomic DNA extracted from tail biopsies with the NucleoSpin 96 tissue kit (Macherey Nagel). 

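Primer positions were found by an exact match to chromosome 13 of GRCm38, where each primer of the study at the Spin1 gene occurs 1 time. The pair for the wild-type and conditional alleles lies in intron 4, with the forward primer from 51139858 to 51139877 and the reverse primer from 51140015 to 51140034. It spans 177 bp in the reference and begins 247 bp behind the end of exon 4. The forward primer for the deleted allele, from 51138595 to 51138617, lies in intron 3, and its reverse primer, from 51140030 to 51140048, in intron 4. This pair encloses exon 4 and spans 1454 bp in the reference, which holds neither the loxP sites nor the deletion. The quantitative RT-PCR primers lie in exon 4 and exon 5 and span 187 bp of spliced cDNA.

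**Figure D4:**
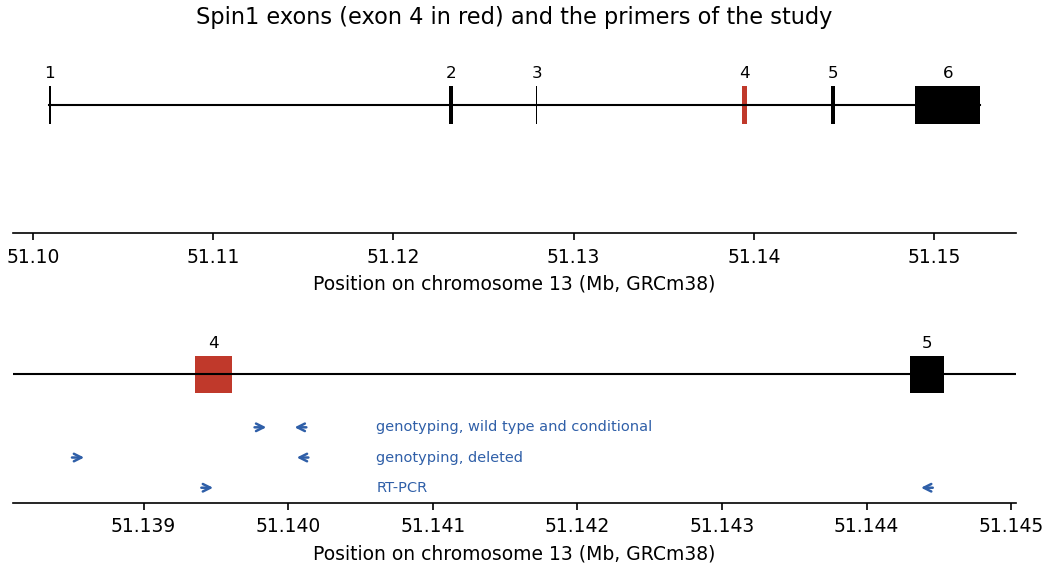
The 6 exons of the RefSeq Select transcript of Spin1 (top) and the surroundings of exon 4 (bottom, enlarged), with the position on chromosome 13 in Mb of GRCm38 on the x axes. Arrows are the primers in their 5′ to 3′ direction, and both genotyping pairs lie outside exon 4, whereas the forward RT-PCR primer lies inside it.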

The following genotyping primers were used: forward 5-ATAGGCTCTCTGGCATGGTG-3 / reverse 5-ACAGCGTGACACATCAAAGC-3 detecting the wild-type (177 bp) and the conditional (337 bp) allele and forward 5′-GGAGGAAGACACCTAATAGCACC-3′ /reverse 5′-AAGGCAAAACGGAGACAGC-3′ detecting the deleted allele (395 bp).

Efficient Spin1 depletion in myogenic cells and remaining Spin1 expression in non-myogenic cells of Spin1^M5^ mice was validated as follows. Spin1^M5^ and control mice were crossed with mice harboring a green fluorescent protein/nuclear lacZ (GNZ) reporter.^58^ In mice harboring the reporter, GNZ expression is Cre dependent. GNZ-positive myogenic cells in Spin1^M5^ mice did not express Spin1, whereas Spin1-positive cells were GNZ-negative and therefore non-myogenic (Supplementary Figure 1f). Part of these Spin1-expressing, non-myogenic cells were Tcf4-positive fibroblasts^34^ (Supplementary Figure 1e). Reduction of *Spin1* mRNA in hind limb muscle of newborn Spin1^M5^ mice was confirmed by quantitative RT-PCR (Supplementary Figure 1g).

### Quantitative RT-PCR and RNA sequencing

SkM tissue was homogenized in TRIzol reagent (Life Technologies, Darmstadt, Germany) using a Minilys personal homogenizer (Bertin, Montigny, France) and 0.5 or 2.0 ml CK14 lysing kits (Precellys, Montigny, France). RNA was isolated using a standard phenol/chloroform extraction protocol. cDNA was prepared by reverse transcription of total RNA using SuperScript II (Life Technologies) and oligo(dT) primer according to the supplier’s protocol. Quantitative RT-PCR was performed with a Lightcycler 480 II (Roche, Mannheim, Germany) using Absolute SYBR green ROX Mix (Thermo Scientific, Scherte, Germany) and the following primers: *Spin1* (exon 4, forward) 5′-CAGGTGCCTGTGAATCCTTC-3′, *Spin1* (exon 5, reverse) 5′-ACATGTGCTCCACTGCTTTG-3′, *Tbp* (forward) 5′-CCCCTTGTACCCTTCACCAAT-3′, *Tbp* (reverse) GAAGCTGCGGTACAATTCCAG-3′, *Hprt* (forward) 5′-GTTAAGCAGTACAGCCCCAAA-3′, *Hprt* (reverse) 5′-AGGGCATATCCAACAACAAACTT-3′, *Polr2a* (forward) 5′-CACCCCAGCTTCTCCCAAAT-3′, and *Polr2a* (reverse) 5′-AGTATGTCGGGGAGGTTGGA-3′. Data were analyzed using the 2(-Delta Delta C(T)) method.^59^

RNA-seq analyses for E15.5 and E16.5 were performed with SkM dissected from front and hind limb of three Spin1^M5^ and four control fetuses. For RNA-seq analysis of mice at three weeks of age (P21), TA isolated from four Spin1^M5^ and four control mice was used. RNA was isolated as described above, except that minced tissue in TRIzol was further homogenized with QIA shredder spin columns (Qiagen, Hilden, Germany). RNA quality was determined using the RNA 6000 Nano Kit (Agilent, Waldbronn, Germany) on an Agilent 2100 Bioanalyzer. RNA with a RIN above 8.0 was sequenced at the DKFZ core facility (Heidelberg, Germany) or the Deep Sequencing Unit (Max-Planck-Institute of Immunology and Epigenetics, Freiburg) using the standard Illumina protocol. Paired-end reads were mapped to Ensemble annotation NCBIm38/mm10 with TopHat2^60^ using default parameters. The aligned reads were counted with HOMER software^61^ and DEGs calculated with edgeR.^62^ Overrepresentation analyses for the identified DEGs (*P*≤1e−3 (E15.5 and E16.5), *P*≤1e−5 (P21); fold change ≥1.5; ≥50 reads in all Spin1^M5^ or all control samples] were performed using WebGestalt^36^ with 'genome' as reference set.

Of note, none of the RNA-seq analyses identified *Spin1* as differentially expressed gene. Examination of the normalized reads at exons 1 to 6 of the *Spin1* gene explained this observation (Supplementary Table 1e). Reads were significantly decreased at exon 4 (which is excised in a *Myf5-Cre*-dependent manner in myogenic cells), but not at other exons in Spin1^M5^ relative to control mice. Thus, in myogenic cells of Spin1^M5^ mice a truncated transcript (lacking exon 4) is expressed, which results in translation of a truncated Spin1 peptide (containing 56 N-terminal amino acids lacking any known functional domain) due to the presence of a premature STOP codon in exon 5. Normal *Spin1* transcript (containing exon 4) present in SkM of Spin1^M5^ mice is most likely produced by non-myogenic cells (Supplementary Figures 1e and f). Since mapped reads at all exons contribute to the overall count, differential expression of *Spin1* is not detected in RNA-seq analyses.

### Antibodies

The generation and validation of anti-SPIN1 antibodies 5865 and 5867 was described previously.^6^ Antibodies SPIN1(5867) and H3K4me3 (Diagenode, Oxford, UK, C15410003) were used for ChIP. For immunofluorescence staining the following primary antibodies were used: SPIN1(5865) 1 *μ*g/ml; Pax7 (PAX7, DSHB, batch 7/2/15) 2 *μ*g/ml; Tcf4 (6H5-3, Millipore, Darmstadt, Germany, 05-511, batch 2155406) 10 *μ*g/ml; Ankrd1 (Proteintech Group, Manchester, UK, 11427-1-AP, batch 1951) 1:100; Ankrd2 (Proteintech Group, 11821-1-AP, batch 7649) 1:100; dystrophin (Abcam, Cambridge, UK, ab15277, batch GR226781-6) 1:500; MHC-I (NOQ7.5.4D, Sigma, Munich, Germany, M8421, batch 035M4792V) 1:2000; MHC-IIa (SC-71, DSHB, batch 4/7/16) 1:10; MHC-IIx (6H1, DSHB, batch 3/3/16) 1:6; MHC-IIb (BF-F3, DSHB, batch 5/12/16) 1:20; MCH, skeletal, fast (MY-32, Sigma, M4276, batch 083M4790V) 1:1000; GNZ (anti-GFP, Abcam, ab13970, batch GR236651) 1:1000; normal rabbit IgG (Santa Cruz, Heidelberg, Germany, sc-2027). The following secondary antibodies were used: Alexa Fluor 488 (goat anti-mouse IgM, Molecular Probes, Karlsruhe, Germany, A21042, batch 1387726) 1:600; Alexa Fluor 488 (goat anti-mouse IgG, Molecular Probes, A11029, batch 1306597) 1:600; Alexa Fluor 546 (goat anti-mouse IgG, Molecular Probes, 11030, batch 517979) 1:600; Alexa Fluor 594 (goat anti-chicken IgG, Molecular Probes, A11042, batch 762712) 1:600; donkey anti-rabbit IgG-HRP (Santa Cruz, sc-2313) 1:500.

### Immunofluorescence staining

SkM tissues were either fixed in 4% paraformaldehyde/PBS or flash-frozen in 2-methylbutane (Sigma). Paraffin sections (5 *μ*m) were deparaffinized, heated in antigen retrieval solution (20 mM Tris (pH9.0)) for 20 min in a pressure cooker, and blocked for 1 h at room temperature in 3% skim milk powder/PBS containing 0.1% Tween (PBST). Cryosections (10 *μ*m) were blocked with 5% fetal calf serum/PBST. Sections were incubated overnight with primary antibody at 4 °C, washed with PBST, incubated with secondary antibody for 1 h at room temperature, and then washed with PBST. For Spin1 staining, signal amplification using the TSA fluorescein system (Perkin Elmer, NEL701A001KT) was applied according to the manufacturer’s instructions. Briefly, tissue sections were blocked in 0.5% TNB blocking buffer, labeled with primary and secondary antibody, and then incubated with TSA reagent for 15 minutes at room temperature followed by two washing steps with PBST. Finally, nuclei were stained with DAPI (1 *μ*g/ml) followed by two washing steps with PBST, and sections were mounted using Fluoromount-G (SouthernBiotech). Images were recorded with a confocal microscope (Leica TCS SP2 AOBS). Counting was done with ImageJ^63^ followed by visual validation of the results. Pax7-positive nuclei or nuclei of myofibers (expressing Spin1 or being Spin1-negative) were quantified using confocal images with dimensions of 187.5 *μ*m × 187.5 *μ*m or 375 *μ*m × 375 *μ*m, respectively.

### Isolation of primary myoblasts and ChIP sequencing

Primary myoblasts were isolated from 10- day-old C57BL/6 N mice using an established preplating protocol.^64^ Briefly, limb muscles were collected from front and hind leg, minced, digested for 1 h in 0.2% collagenase type I (Sigma, C0130), and filtered through 100 μm cell strainers (Falcon, 352360). Cells were collected by centrifugation, resuspended in DMEM medium (Gibco, Schwerte, Germany, 11995-065) supplemented with 10% FCS, 10% horse serum, and 1.25% chicken embryo extract (Seralab, CE-650-J), and cultivated for 1 h on 6 cm tissue culture dishes to allow for attachment of fibroblasts. Supernatants were transferred to 6 cm dishes, again incubated for one hour, and then transferred to 10 cm tissue culture dishes coated with collagen (Gibco, A10483-01). Myoblasts were cultivated for 3 to 4 days until a confluency of about 70% was reached. Cells were fixed with 1% formaldehyde for 5 minutes, quenched in glycine (1.25 M), washed with PBS buffer, collected, and snap-frozen in liquid nitrogen.

Chromatin was prepared using the NEXSON procedure.^65^ Briefly, nuclei were extracted by sonication with a Covaris E220 sonicator (75 W peak power, 2% duty factor, 200 cycles/burst, 60 s). Nuclei were pelleted, resuspended in 1 ml of shearing buffer, and sonicated for 12 min (140 W peak power, 5% duty factor, 200 cycles/burst). Chromatin was diluted 1:2 in buffer H (Diagenode auto histone ChIP-seq kit (C01010022)) before ChIP. For ChIP, one tenth of the chromatin was incubated with 1 μg of H3K4me3 antibody (Diagenode, C15410003). The remaining chromatin (from ~1.2 million cells) was incubated with 5 μg of SPIN1(5867) antibody. ChIP was performed using the automated platform SX-8G IP-Star (Diagenode) and the program 'ChIP indirect method'. Chromatin was incubated with antibody for 10 h followed by 3 h of incubation with protein A-conjugated beads. 1% of the original chromatin was used as input. After elution from beads, ChIP and input samples were reverse crosslinked, and DNA purified with MinElute columns (Qiagen, 28004). Libraries were prepared using the NEBNext Ultra DNA library preparation kit (NEB, E7370S) according to the manufacturer’s instruction and without size selection. Adapter-ligated fragments were amplified with 12 PCR cycles and sequenced on the Illumina HiSeq 2500 platform by the Deep Sequencing Unit of the Max-Planck-Institute of Immunology and Epigenetics (Freiburg).

Paired-end reads were mapped to the mouse reference genome (mm10) using bowtie 2^66^ with default parameters. Data were further analyzed using the peak finding algorithm of MACS 1.4.2^67^ using input as control. All peaks with a false discovery rate >1% were excluded from further analyses. The uniquely mapped reads were used to generate genome-wide intensity profiles, which were visualized using the integrative genomics viewer (IGV).^68^ Peaks were annotated and overlaps between different peak files were calculated with HOMER.^61^ The genomic features (promoter, exon, intron, 5′ or 3′ untranslated region, and intergenic region) were defined and calculated using Refseq and HOMER. Myod1 chromatin association in C2C12 myoblasts was analyzed using a previously deposited GEO data set (GSE36024). Venn diagrams were generated with the help of Venny.^69^ Intensity profiles for Spin1 and H3K4me3 gene promoter occupancy were analyzed with SeqMINER.^70^

### GEO data availability

The RNA and DNA sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^71^ and are accessible through GEO Series accession number GSE92539.

### Electron microscopy

Muscle samples were fixed by immersion in 2.5% glutaraldehyde and 2.5% paraformaldehyde in cacodylate buffer (0.1 M, pH 7.4) and then washed in cacodylate buffer for further 30 min. The samples were post-fixed in 1% osmium tetroxide in 0.1 M cacodylate buffer for 1 h at 4 °C, and dehydrated in an ascending ethanol gradient (50, 70, 90, and 100%) and propylene oxide for 30 min each. Samples were embedded in Epon 812 substitute (Sigma-Aldrich). Semi-thin sections cut at 2 μm and ultra-thin sections cut at 70 nm were contrasted with uranyl acetate and lead citrate and examined at 70 kV with a Morgagni 268D electron microscope. Images were digitally captured by Mega View III camera (Soft Imaging System).

### Hematoxylin & eosin staining

Deparaffinized and rehydrated or flash-frozen tissue sections (5 or 10 *μ*m, respectively) were stained according to a standard protocol with hematoxylin (Gill No. 3, Sigma, GHS332) and eosin Y solution (Sigma, HT110332) and mounted using Roti-Histokitt (Roth).

### Gomori trichrome staining

Deparaffinized and rehydrated tissue sections (5 *μ*m) were stained using Bouin’s solution (Sigma, HT10132), hematoxylin-Weigert’s iron kit (Dianova, HWI-2), and trichrome stain (blue) solution (Dianova, TGB500) according to the supplier's instructions and mounted using Roti-Histokitt (Roth).

### NADH staining

Cryosections (10 *μ*m) were incubated with staining solution (0.2 M Tris (pH 7.4), 1.5 mM NADH (Roche, 10128015001), 1.5 mM nitroblue tetrazolium (Sigma, N-6876)), dehydrated in an ascending ethanol gradient, incubated twice with xylene, and mounted using Roti-Histokitt (Roth).

### Periodic acid–Schiff staining

Deparaffinized and rehydrated tissue sections (5 *μ*m) were treated with 0.5% periodic acid solution (Sigma, 3951), stained with Schiff’s reagent (Sigma, 3952016), dehydrated, and mounted using Roti-Histokitt (Roth).

### Statistics

Transcriptome and cistrome data were analyzed as described above. Statistical significance of gene set intersections was evaluated by a hypergeometric test using the program 'R' (http://www.R-project.org) [phyper (N12-1, N1, N-N1, N2, lower.tail=FALSE) with N1 (genes in set 1), N2 (genes in set 2), N12 (genes in intersection), and N (genome size)]. The enrichment factor (R) was calculated according to *R*=(N × N12)/(N1 × N2). Other data are presented as the mean value or percentage change +S.D. Comparisons between two data sets were made using the two-tailed Student's *t*-test for parametric data and the Wilcoxon signed-rank test for nonparametric data. A *P*-value of less than 0.05 was considered statistically significant. Statistical significance is indicated as follows: *P<0.05, **P<0.01, ***P<0.001.

## Figures and Tables

**Figure 1:**
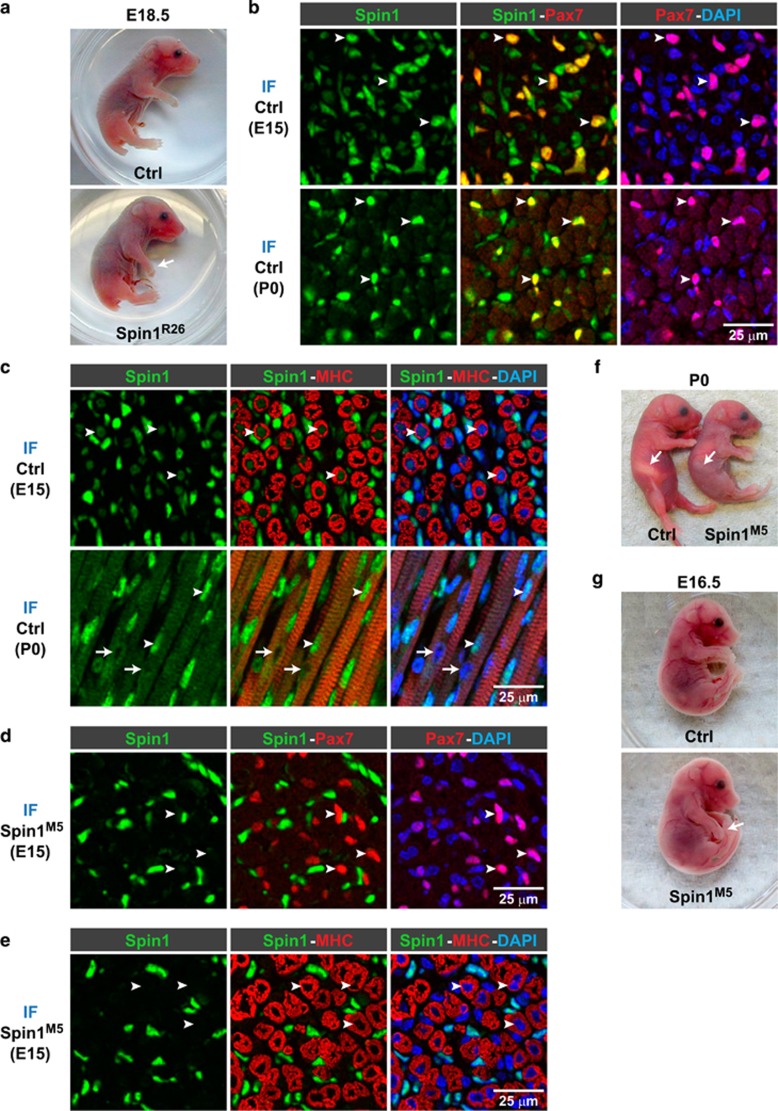
Loss of Spin1 in SkM results in postnatal lethality. (**a**) Dropping forelimbs (arrow) indicating a neuromuscular defect observed in ubiquitous *Spin1* knockout (Spin1^R26^) but not *Spin1*^+/+^ (Ctrl) fetuses. (**b**,**c**) Immunofluorescence (IF) staining of hind limb sections of control fetuses at E15 and of newborn mice (P0) with antibodies directed against Spin1 (green), Pax7 (red), or myosin heavy chain (MHC) (red). Arrowheads mark nuclei of myogenic precursors coexpressing Spin1 and Pax7 (**b**) or Spin1-positive nuclei in myofibers (**c**). Arrows depict nuclei devoid of Spin1 staining in myofibers at P0 (**c**). (**d**,**e**) IF staining of hind limb sections of Spin1^M5^ fetuses at E15 with the indicated antibodies. Loss of Spin1 expression in Pax7-positive nuclei of myogenic precursors (**d**) or myofibers (**e**) in Spin1^M5^ fetuses is highlighted with arrowheads. (**b-e**) Nuclei were visualized with DAPI (blue). (**f**) Absence of milk in the stomach (arrows) and an abnormal posture observed in newborn Spin1^M5^ mice but not control littermates. (**g**) Dropping forelimbs (arrow) observed in Spin1^M5^ but not control fetuses

**Figure 2:**
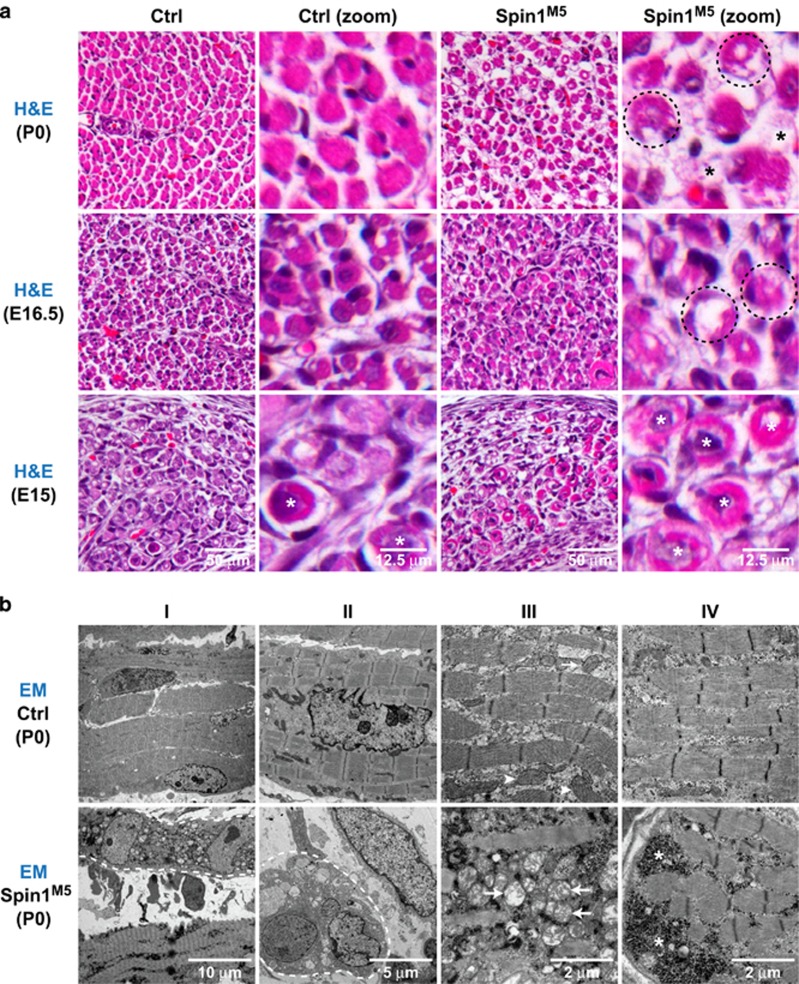
SkM of Spin1^M5^ mice is characterized by necrosis and structural defects in non-necrotic fibers. (**a**) Hematoxylin and eosin (H&E) staining of transversal tibialis anterior sections of Spin1^M5^ and control mice at P0, E16.5, and E15. Fiber loss in Spin1^M5^ mice is indicated by black asterisks (top row), fibers with irregular H&E staining are encircled, and unusually large fibers more frequently observed in Spin1^M5^ than in control fetuses at E15 are marked with white asterisks (bottom row). (**b**) Electron microscopy (EM) images of SkM samples of newborn (P0) Spin1^M5^ and control mice. Dashed lines demarcate degenerating, necrotic fibers (I–II, bottom), arrowheads mark normal mitochondria (III, top), arrows point at defective mitochondria (III, bottom), and asterisks indicate abnormal glycogen accumulation (IV, bottom)

**Figure 3:**
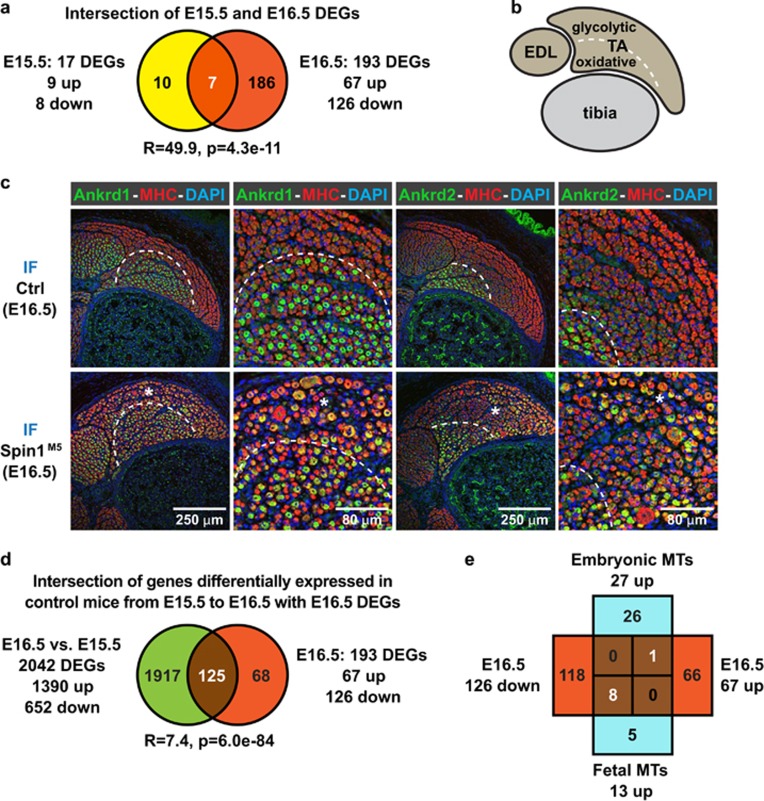
Transcriptome and histological analyses provide evidence for aberrant fetal myogenesis in Spin1^M5^ mice. (**a**) Intersection of differentially expressed genes (DEGs) observed for SkM of Spin1^M5^ and control fetuses at E15.5 (yellow) and E16.5 (red). (R: enrichment factor; p: *P*-value calculated for the intersection.) (**b**) Schematic representation of the hind limb section depicting tibialis anterior (TA), extensor digitorum longus (EDL), and tibia analyzed in **c**. Prospective oxidative or glycolytic parts of the TA (demarcated by a dashed line) are located proximal or distal to the tibia, respectively. (**c**) Detection of Ankrd1 or Ankrd2 (green) by immunofluorescence (IF) staining in transversal hind limb sections of Spin1^M5^ and control fetuses at E16.5. Muscle fibers were visualized with myosin heavy chain (MHC) antibody (red), nuclei were stained with DAPI (blue). Dashed lines demarcate areas with or without Ankrd1 or Ankrd2 expression in control fetuses. Asterisks mark regions of the TA of Spin1^M5^ fetuses, in which Ankrd1 or Ankrd2 are aberrantly expressed. (**d**) Intersection of the E16.5 DEGs (red) with genes differentially expressed in control fetuses at E15.5 and E16.5 (green). (**e**) Comparison of the E16.5 DEGs (red) with transcripts reported to be more highly expressed in either embryonic or fetal myotubes (MTs, cyan)^37^

**Figure 4:**
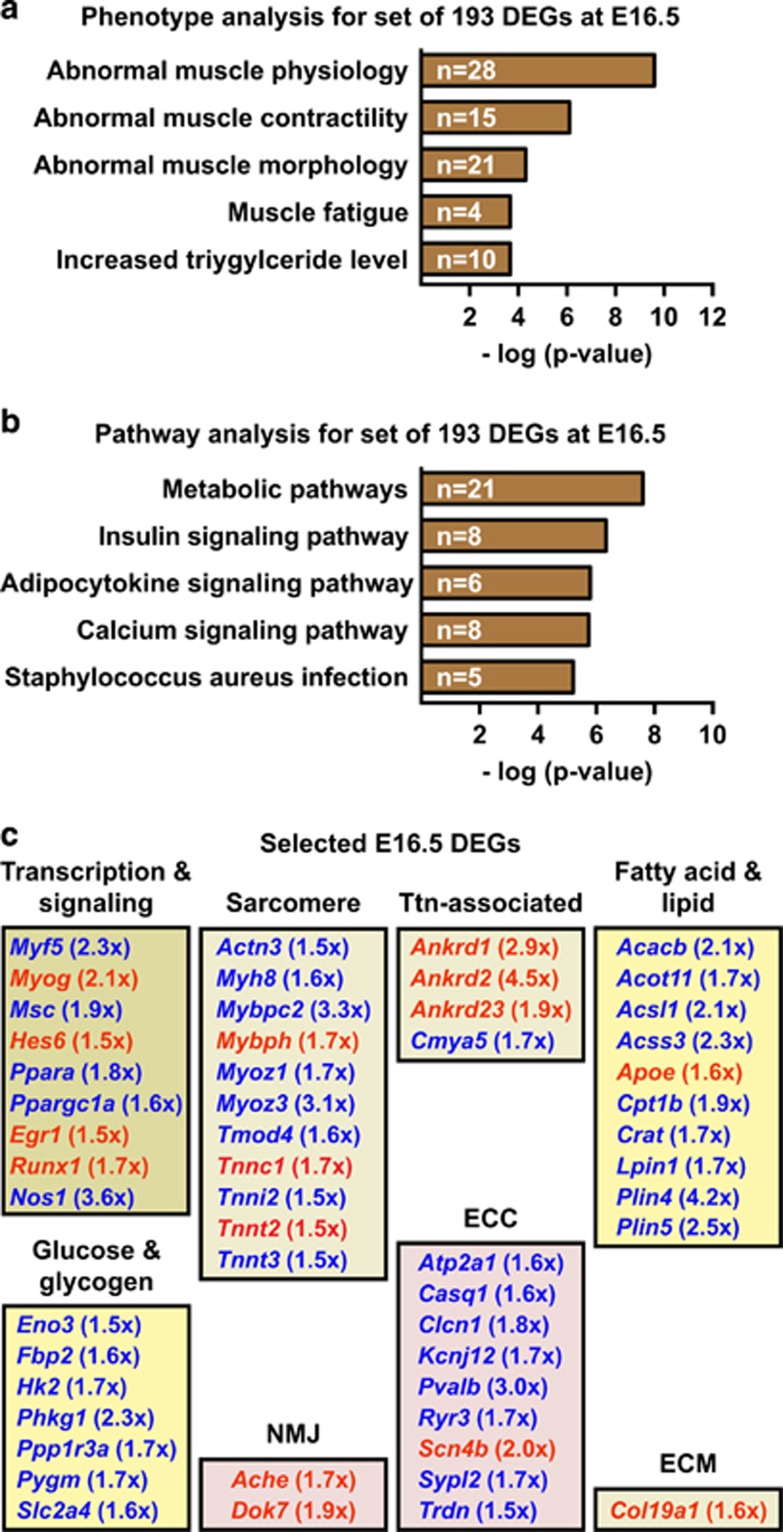
Identification of deregulated SkM functional networks in Spin1^M5^ fetuses. (**a**,**b**) Phenotype (**a**) and pathway (**b**) analysis for the set of 193 DEGs observed in SkM of Spin1^M5^ fetuses at E16.5. The number of genes in each category is indicated. For the phenotype analysis, the ‘top 5’ non-redundant terms are depicted. (**c**) Assignment of selected E16.5 DEGs identified by phenotype and pathway analyses to functional SkM networks. Upregulated DEGs are depicted in red, downregulated in blue color (fold change in brackets)

**Figure 5:**
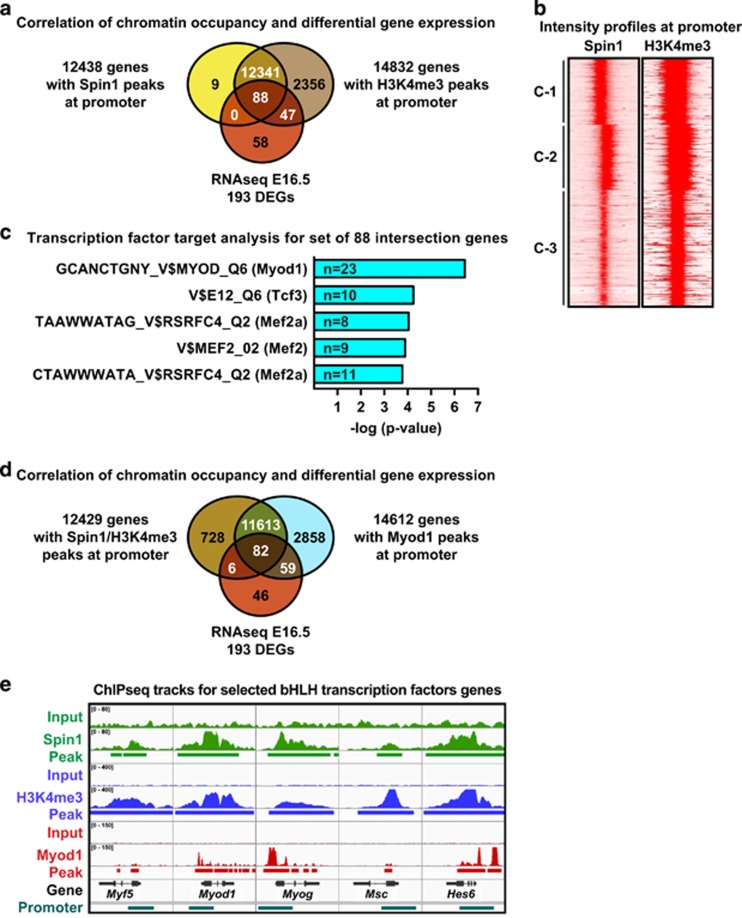
Deregulated basic helix-loop-helix transcription factor networks account for SkM defects in Spin1^M5^ fetuses. (**a**) Intersection of genes with Spin1 peaks (yellow) or H3K4me3 peaks (brown) at the promoter (transcription start site (TSS)±1 kb) with the E16.5 DEGs (red). (**b**) Intensity profiles for Spin1 and H3K4me3 occupancy of 12 429 gene promoters (TSS±1 kb) (*K*_Means_=3 clusters (C-1 to C-3)). (**c**) Transcription factor target analysis for 88 E16.5 DEGs with Spin1 and H3K4me3 peaks at the promoter observed by intersection of data sets shown in (**a**). (**d**) Intersection of genes with Spin1 and H3K4me3 peaks (brown) or Myod1 peaks (cyan) at the promoter (TSS±1 kb) with the E16.5 DEGs (red). (**e**) ChIP-seq tracks for selected genes encoding myogenic bHLH transcription factors. Spin1 (green) and H3K4me3 (blue) tracks were obtained by ChIP-seq analysis of primary myoblasts, Myod1 (red) tracks were obtained by analysis of previously deposited ChIP-seq data for C2C12 myoblasts (GEO data set GSE36024). Identified peaks and promoters (TSS±1 kb) are indicated by bars

**Figure 6:**
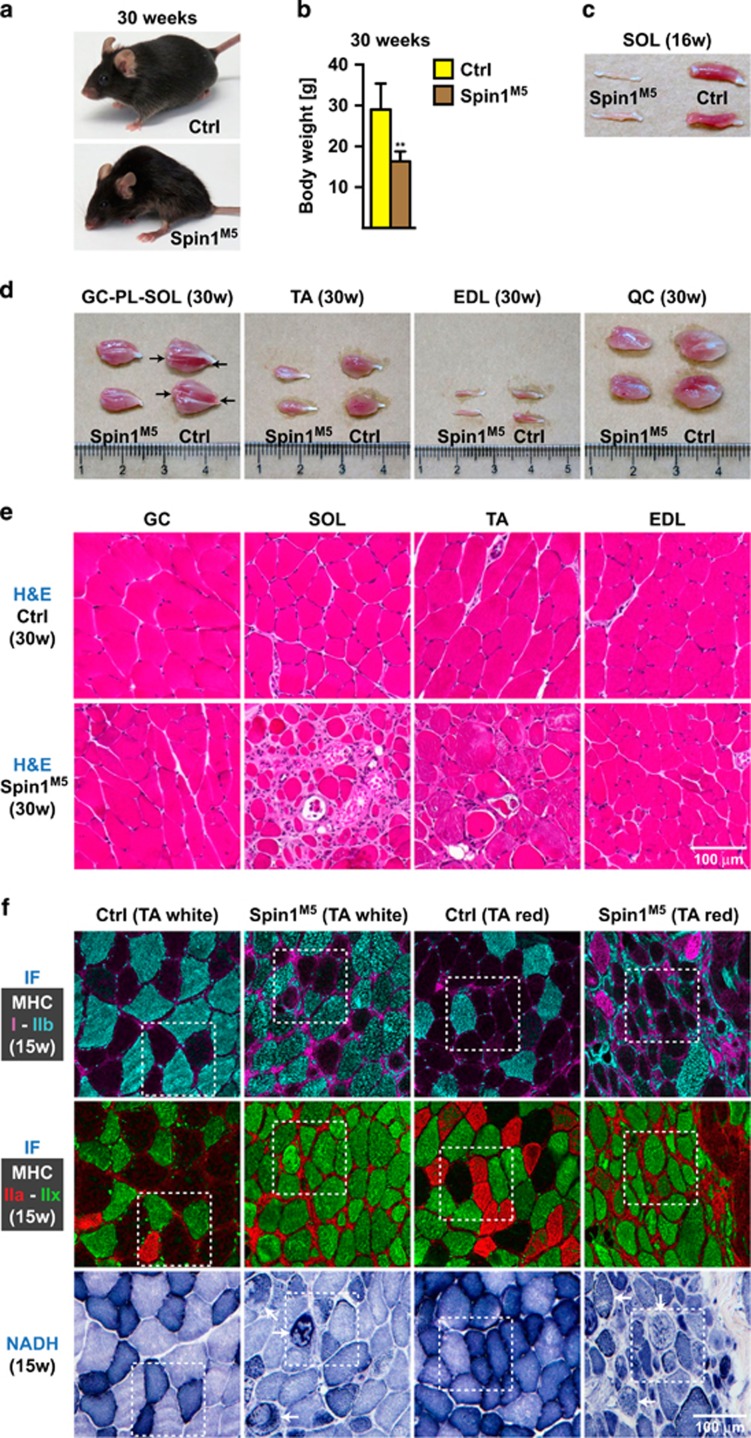
Surviving Spin1^M5^ mice exhibit major defects in soleus, tibialis anterior, and diaphragm. (**a,b**) Appearance (**a**) and average body weight (**b**) of Spin1^M5^ and control mice (*n*=5 females in each category) at 30 weeks of age. Error bars represent +S.D., **P<0.01. (**c**) Degeneration of the soleus (SOL) muscle in adult Spin1^M5^ compared with control mice exemplified at 16 weeks of age. (**d**) Hind limb muscles (gastrocnemius (GC), plantaris (PL), soleus, tibialis anterior (TA), extensor digitorum longus (EDL), and quadriceps (QC)) of Spin1^M5^ and control mice at 30 weeks of age. Arrows point at the soleus embedded in gastrocnemius and plantaris, which is visible in control but degenerated in Spin1^M5^ mice. (**e**) Hematoxylin & eosin (H&E) staining of gastrocnemius, soleus, TA, and EDL muscle of Spin1^M5^ and control mice at 30 weeks of age. (**f**) Fiber types in glycolytic (white) or oxidative (red) parts of the TA of Spin1^M5^ and control mice at 15 weeks of age (top and middle rows) observed by immunofluorescence (IF) staining. Tissue sections were stained with selective antibody directed against MHC-I (purple), MHC-IIb (cyan), MHC-IIa (red), and MHC-IIx (green). For comparison, NADH staining was included (bottom row). Fibers with abnormal NADH staining are marked with arrows. Corresponding fibers in each column of images are squared

**Figure 7:**
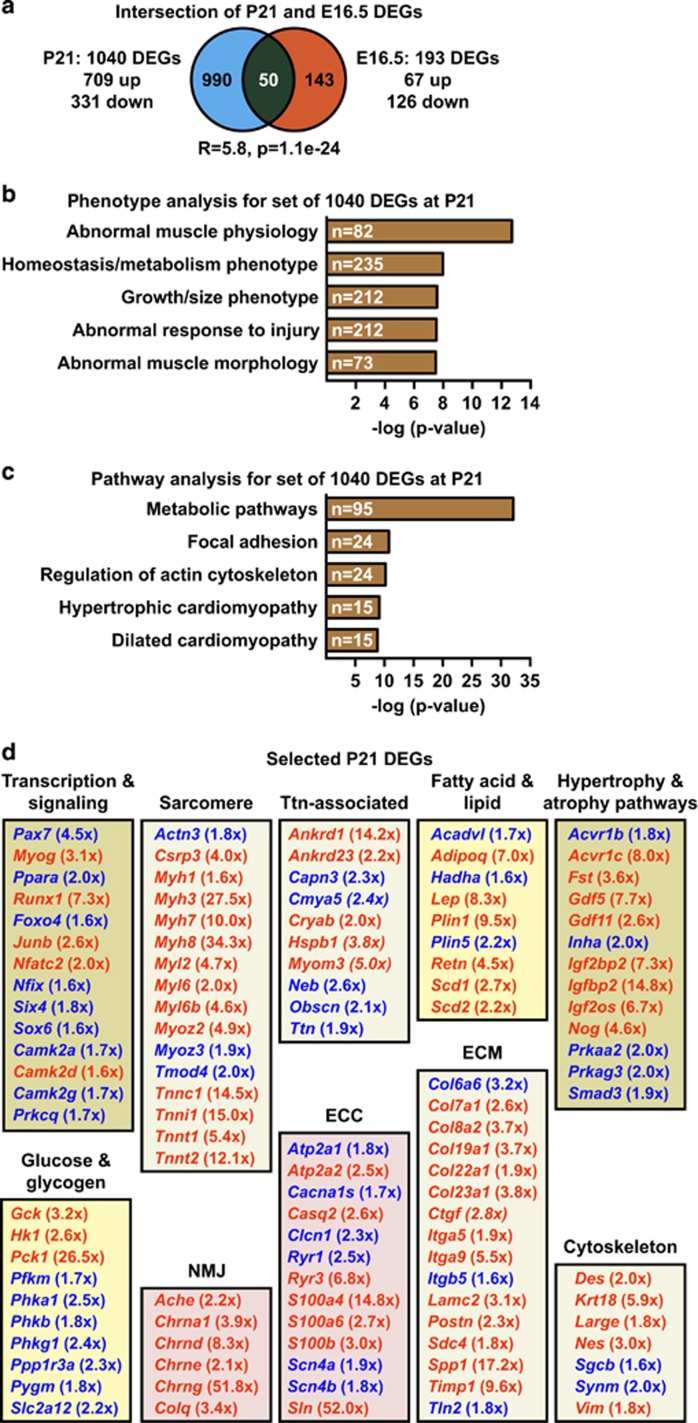
Identification of deregulated SkM functional networks in surviving Spin1^M5^ mice. (**a**) Intersection of DEGs observed for TA of Spin1^M5^ mice at P21 (blue) and SkM at E16.5 (red). (R: enrichment factor; p: *P*-value calculated for the intersection.) (**b,c**) Phenotype (**b**) and pathway (**c**) analysis for the set of 1040 DEGs observed in the TA of Spin1^M5^ mice at P21. For the phenotype analysis, the ‘top 5’ non-redundant terms are depicted. (**d**) Assignment of selected P21 DEGs identified by phenotype and pathway analyses to functional SkM networks. Upregulated DEGs are depicted in red, downregulated in blue color (fold change in brackets)

**Figure 8:**
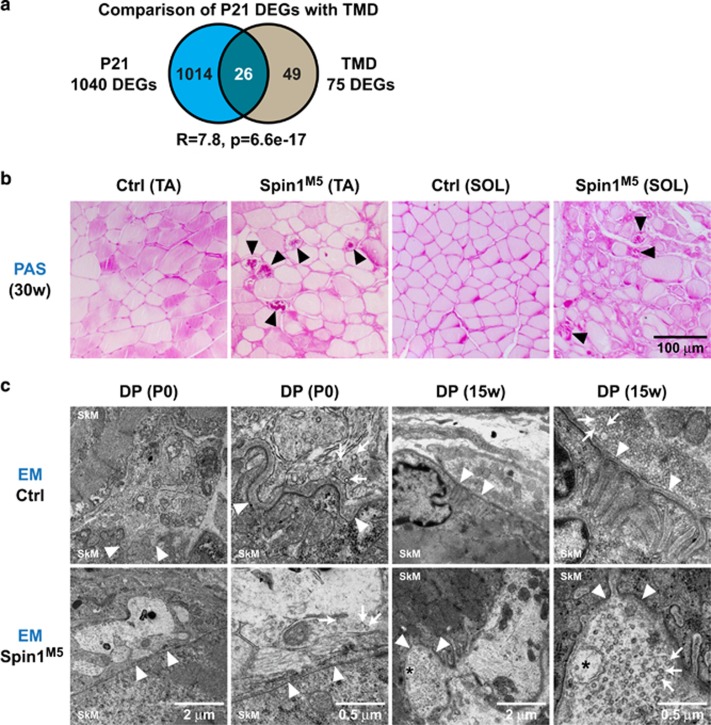
Differential gene expression in surviving Spin1^M5^ mice correlates with SkM disease patterns. (**a**) Intersection of DEGs observed for the TA of Spin1^M5^ mice at P21 (blue) and SkM of *mdm* mice^46^ (gray) representing a model for tibial muscular dystrophy (TMD) (R: enrichment factor; p: *P*-value calculated for the intersection). (**b**) Periodic acid–Schiff (PAS) staining for glycogen accumulation in TA and soleus muscle (SOL) of Spin1^M5^ and control mice at 30 weeks of age. Fibers showing abnormal glycogen accumulation are marked with black triangles. (**c**) Electron microscopy (EM) images of neuromuscular junctions in the diaphragm (DP) of newborn and 15-week-old Spin1^M5^ and control mice. Membranes at the synaptic cleft are marked with white triangles, synaptic vesicles with arrows, and vacuoles observed at neuromuscular junctions of Spin1^M5^ mice with asterisks

# Supplementary material for: The histone code reader Spin1 controls skeletal muscle development
**Source:** Cell Death Dis. 2017 Nov 23;8(11):e3173–. doi: 10.1038/cddis.2017.468
**Supplement:** Supplementary Figure and Table Legends

**Supplementary Figure and Table Legends**

**Supplementary Figure 1** Loss of Spin1 in SkM results in postnatal lethality. (**a**) Schematic representation of generation of conditional (p) and deleted (d) *Spin1* alleles. Cre recombinase recognition sites (loxP), heterotypic recognition sites for Flp recombinase (FRT and F3), and neomycin (NeoR) and puromycin (PuroR) resistance cassettes are indicated. Genotyping primers used for detection of wild-type (+), floxed, and deleted alleles are represented by red arrows. (**b**) Ubiquitous loss of *Spin1* upon crossing of *Spin1*^p/p^ mice with the *Rosa26-Cre* (R26) deleter strain. The table depicts the number of offspring obtained from matings of *Spin1*^+/d^ mice. (**c**) Quantification of Pax7-positive (red) and Spin1/Pax7-positive (yellow) nuclei of myogenic precursors in hind limb sections of Spin1^M5^ and control fetuses at E15. (**d**) Quantification of Spin1-negative [DAPI (blue)] and Spin1-positive nuclei (green) in myofibers of Spin1^M5^ and control fetuses at E15. (**c**, **d**) Error bars represent +SD, ***p < 0.001, n > 3. (**e**, **f**) Immunofluorescence (IF) staining of hind limb sections of Spin1^M5^ or control mice with antibodies directed against Spin1 (green), Tcf4 (red), Pax7 (red), or GNZ reporter (white) as indicated. Nuclei were visualized with DAPI (blue). (**e**) Arrowheads mark nuclei of fibroblasts expressing Spin1 and Tcf4. (**f**) Arrowheads mark Pax7-positive nuclei expressing Spin1 (but not Cre-dependent GNZ reporter) in SkM of control mice (top row). Arrowheads and arrows mark Pax7-positive or -negative nuclei, respectively, expressing GNZ reporter (but not Spin1) in SkM of Spin1^M5^ mice (bottom row). The figure extends data presented in Figure 1b (bottom row). (**g**) Reduced *Spin1* transcript levels in SkM of newborn Spin1^M5^ compared to control mice (n = 3 in triplicates) observed by quantitative RT-PCR analysis. *Spin1* expression was normalized to that of *Tbp* and *Hprt*. Error bars represent +SD, ***p < 0.001. (**h**) Ablation of *Spin1* in myogenic precursors upon crossing of *Spin1*^p/p^ mice with the *Myf5-Cre* deleter strain. The table depicts the number of offspring obtained from matings, in which one parent had the genotype *Spin1*^+/p +/Cre^ and the other one *Spin1*^p/p^.

**Supplementary Figure 2** SkM of Spin1^M5^ mice is characterized by necrosis and structural defects in non-necrotic fibers. Electron microscopy (EM) images of SkM samples of Spin1^M5^ and control fetuses at E16.5. Dashed lines demarcate degenerating, necrotic fibers (I-II, bottom), arrowheads mark normal mitochondria (III, top), arrows point at defective mitochondria (III, bottom), 'M' marks normal M-lines (III, top), triangles point at aberrant M-lines (III, bottom), and asterisks indicate abnormal glycogen accumulation (IV, bottom).

**Supplementary Figure 3** Transcriptome and histological analyses provide evidence for aberrant fetal myogenesis in Spin1^M5^ mice. **(a**) Detection of Ankrd1 or Ankrd2 (green) by immunofluorescence (IF) staining in transversal hind limb sections of Spin1^M5^ and control fetuses at E15. Muscle fibers and nuclei were visualized with MHC antibody (red) and DAPI (blue), respectively. (**b**) Immunofluorescence staining of Ankrd2 (green) in control fetuses at E15. IgG served as background control. (**c**, **d**) Phenotype (**c**) and pathway (**d**) analysis for the set of 2042 genes differentially expressed in control fetuses at E15.5 and E16.5. The number of genes in each category is indicated.

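Panel a assigns each peak to 1 genomic feature, and the same was done here with the RefSeq annotation and the peak centers, with promoters taken before other features. After promoters, most Spin1 peaks were intronic with 3274 peaks or 19.1% (18.6 to 19.7%), and 2504 peaks or 14.6% (14.1 to 15.2%) were intergenic. Exons outside UTRs held 1.99% of the Spin1 peaks, 3′ UTRs 0.544% and 5′ UTRs 0.129%. H3K4me3 peaks were more often intronic, with 31.0% (30.5 to 31.5%), and more often intergenic, with 25.1% (24.6 to 25.5%). Their shares in exons, 3′ UTRs and 5′ UTRs were 3.37%, 1.04% and 0.156%. The confidence intervals of both libraries overlap for 5′ UTRs and are separate for the other features. With the 50% of peaks that have the highest scores, the intergenic share of the Spin1 peaks was 2.61% and that of the H3K4me3 peaks 10.3%.

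**Figure D5:**
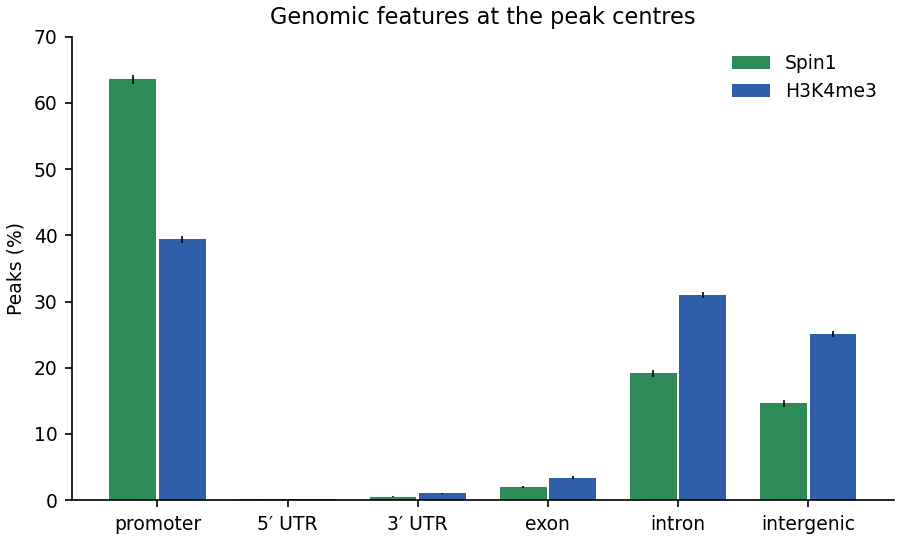
Percentage of peaks (y axis) by the genomic feature at the peak center (x axis), for the Spin1 (green) and the H3K4me3 (blue) library. Bars start at 0 and error bars are 95% Wilson confidence intervals, and the Spin1 bar is the taller one only at promoters.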

**Supplementary Figure 4** Deregulated basic helix-loop-helix transcription factor networks account for SkM defects in Spin1^M5^ fetuses. (**a**) Genome-wide distribution of 17106 Spin1 or 30763 H3K4me3 peaks observed in primary myoblasts by ChIP-seq. (**b**) ChIP-seq tracks for selected E16.5 DEGs. Spin1 (green) and H3K4me3 (blue) tracks were obtained by ChIP-seq analysis of primary myoblasts, Myod1 (red) tracks were obtained by analysis of previously deposited ChIP-seq data for C2C12 myoblasts (GEO dataset GSE36024). Identified peaks and promoters (TSS +/- 1 kb) are indicated by bars. E16.5 DEGs without Spin1, H3K4me3, or Myod1 promoter occupancy served as control (Ctrl).

**Supplementary Figure 5** Surviving Spin1^M5^ mice exhibit major defects in soleus, tibialis anterior, and diaphragm. (**a**) Mass of hind limb muscles [gastrocnemius (GC), plantaris (PL), tibialis anterior (TA), extensor digitorum longus (EDL), and quadriceps (QC)] of Spin1^M5^ and control mice at 30 weeks of age [n = 4 animals (muscles of left and right hind limb) in each category]. Error bars represent +SD, ***p < 0.001. (**b**) Numbers of fibers in TA (n = 3 Ctrl and n = 5 Spin1^M5^ females) and EDL (n = 4 Ctrl and n = 5 Spin1^M5^ females) at 30 weeks of age. Error bars represent +SD, ***p < 0.001 (**c**) Hematoxylin & eosin (H&E) staining of the diaphragm (DP) of Spin1^M5^ and control mice at 15 weeks of age. (**d**) Gomori (Gom) staining of gastrocnemius, soleus, TA, and EDL of Spin1^M5^ and control mice at 30 weeks of age. Blue staining indicates fibrosis. (**e**) Fiber types in soleus, plantaris, and TA of Spin1^M5^ and control mice at 15 weeks of age observed by immunofluorescence staining (IF) (top and middle rows). Tissue sections were stained with selective antibody directed against MHC-I (purple), MHC-IIb (cyan), MHC-IIa (red), and MHC-IIx (green) and images recorded by confocal microscopy. For comparison, NADH staining was included (bottom row). Fibers with abnormal NADH staining are marked with arrows. Corresponding fibers in each column of images are squared.

**Supplementary Table 1** Differential gene expression in Spin1^M5^ and control mice. (**a**, **b**, **d**) Genes differentially expressed in SkM of Spin1^M5^ and control fetuses at E15.5 (**a**) and E16.5 (**b**) or in TA of Spin1^M5^ and control mice at P21 (**d**). (**c**) Genes differentially expressed in SkM of control fetuses at E16.5 and E15.5. (**e**) Average normalized reads at exons 1 to 6 of the *Spin1* gene in SkM of Spin1^M5^ and control mice at P21, E16.5, and E15.5. *Spin1* depletion is characterized by a significant reduction of reads at the targeted exon 4 (highlighted in green). (FC, fold change; FDR, false discovery rate).

How the deposited data were processed for this re-analysis (not part of the article)

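Spin1 and H3K4me3 were measured by ChIP-seq in primary myoblasts, with 1 library each and an input library as control. The authors mapped paired-end reads to mm10 with bowtie 2 and called peaks with MACS 1.4.2, leaving out peaks with a false discovery rate above 1%. For each peak, the authors deposited its position and a score, which is 10 times the negative log10 of the MACS p-value and has no per-read unit. The smallest scores in the lists were 50.66 for Spin1 and 50.03 for H3K4me3. How many reads lie behind a score is not known, so no depth is given, and narrow or weak peaks of a shallow library would be missed without a trace in the list. PCR duplicates and the choice of the input also enter the score.

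All coordinates are given from 1 on GRCm38. Peaks on the 21 chromosomes were compared with the curated transcripts of RefSeq annotation release 108.20200622, which holds 26182 genes, of which 21000 are protein-coding. The RefSeq version used by the authors is not named in the paper's text. A promoter was TSS±1 kb. Peak centers decided the genomic feature, and an overlap of 1 bp decided the occupancy of a gene and the overlap of the peak lists. Overlap was tested by 1000 shifts of the Spin1 peaks by 1 random distance per chromosome, gene sets by the hypergeometric test that the paper uses, and scores by Spearman's and Pearson's correlation with 100000 resamples. The MYOD_Q6 motif was counted in TSS±1 kb on either strand after matching promoters on GC content in bins of 2 percentage points, with a two-sided Fisher's exact test. For the paper's count of E16.5 DEGs with both peaks, a two-sided exact binomial test was used.

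Genes in the text were chosen by a rule. They are the bHLH genes of Fig. 5e, all DEGs and regulators that the paper's text names, Spin1, the 5 Spin1 peaks with the highest score, the 5 with the highest score among those without H3K4me3, and the genes with Spin1 but no H3K4me3 at the promoter, if no more numerous than a set limit. Their number, 21, was above this limit, so those named were chosen after their values were seen. The genes legible in Fig. 4c were only counted. This rule, the tests named above and the alternatives were set before the data were examined. The search for copies and repeats, the count of peaks near named genes and the comparison by H3K4me3 peak width were added later. Peaks with tied scores were taken by falling width, which was decided later. The alternatives were promoter windows of TSS±0.5 kb, TSS±2 kb and 1 kb upstream to 0.1 kb downstream, protein-coding genes only, 1 TSS per gene, a score of at least 100, the 50% of peaks with the highest score, and other rules for assigning or overlapping peaks. Their effect is given in the closing section.

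Sequence under peaks was searched with BLAST+ 2.17.0 (megablast) for other copies in the nuclear chromosomes and the mitochondrial genome. A copy had to match at 95% identity or more over at least 50% of the peak and to share 64 identical bases in a row, a length chosen for the running time. Copies that the assembly lacks and short tandem repeats are not found in this way. Repeats were read from the marking of the reference sequence, at the peaks and at random places of the same chromosome and width.

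The overlap and motif tests were tested on simulated data. For 10000 simulated peaks with an overlap of 80%, the recovered overlap was 80%, and 1 of 40 unrelated lists was called. For 9000 simulated promoters without a class effect, the GC-matched motif test made 5 calls in 100 sets, and the unmatched test 100. With an effect of 10 percentage points, the matched test made 100 calls in 100 sets. The simulated classes differed more in GC content than the data, where the means were 54.7% with both peaks and 53.3% with H3K4me3 alone. The simulated peaks had a fixed width, and the lists were placed at random and not at promoters. How the tests behave on data like these peaks was therefore not shown. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1, Biopython 1.88, bedtools 2.31.1 and matplotlib 3.10.9 were used.

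Of 25 samples in the series, 2 were used. The 22 RNA-seq samples and the input were not analysed here, and neither was the Myod1 ChIP-seq data set of C2C12 myoblasts, so that conclusions on gene expression and on Myod1 have no data beside them.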

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

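The tests of peak score and of the match between 1 of the highest-scoring peaks and the mitochondrial genome were chosen after the results were seen, and the test of repeats was added when the repeats under the 5 highest-scoring peaks were already known.

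The paper discusses Spin1 at promoters that carry H3K4me3. Outside this set, 1485 Spin1 peaks or 8.68% overlapped no H3K4me3 peak, and 1457 of them also overlapped no promoter. This signal drew attention because the paper does not report on these peaks. They were weak, with a median score of 118.3 against 1594 for the Spin1 peaks that overlap H3K4me3, and 86.9% (85.1 to 88.5%) of them scored under 200, against 19.7% (19.1 to 20.4%) of the overlapping peaks. Many of them may therefore be peaks near the threshold of MACS, although a low score does not tell background from weak binding. Most of the set cannot be put down to multicopy sequence that the assembly holds, since 1.89% (1.31 to 2.71%) of the peaks had another copy in the genome, against 2.69% (1.98 to 3.65%) in a random sample of as many overlapping peaks. Repeats under the peaks are also argued against as the cause for most of the set, because only 6.40% (5.26 to 7.76%) of these peaks were mostly repeats. The share was 22.2% (20.2 to 24.4%) at random places, but the sample of overlapping peaks, at 1.28% (0.821 to 1.99%), was also far below these. Random places therefore say little here. As the share was above that of the overlapping peaks, repeats may have contributed to a part of the set. The peaks were called against the input, so this comparison with background is already part of the score. With 1 condition and no replicates, the lists hold no further comparison that could separate weak binding from background. The peaks were not searched for in a second library.

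The 5 highest-scoring peaks of this set are a separate case, because weak signal cannot account for them. The highest score among them, 3100, is shared by 3 peaks, which have no order. The widest of the 3, on chromosome 1 from 24611035 to 24616433, is intergenic and matches the mitochondrial genome at 99.9% identity over 86% of its length, so reads from mitochondrial DNA placed on this nuclear copy are a candidate source. Across all 5, only this 1 had another copy, fewer than the majority that multicopy sequence was thought to leave. Multicopy sequence cannot be told apart from binding at the other peaks, since the search does not see copies missing from the assembly or short tandem repeats. Of the other peaks at 3100, that on chromosome 14 from 19415185 to 19419891, is marked as repeat over 81.9% of its length and that on chromosome 9 from 35304601 to 35305883, over 51.5%. Of the remaining peaks, 1 lies in Cdk5rap2 on chromosome 4 from 70377934 to 70378848 with a score of 1951, and 1 lies in Chl1 on chromosome 6 from 103648533 to 103649881 with a score of 1464. No biological explanation was tested for these 5 peaks.

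A hypothesis on biology was that Spin1 peaks without H3K4me3 gather near the muscle genes that the paper names. Myod1 and Myog have 4 such peaks each within 100 kb, and 31 of 21000 protein-coding genes have at least 4, but these counts were what raised the question. The one with the highest score lies upstream of Myod1, on chromosome 7 from 46337524 to 46339907, with a score of 699.7. Without Myod1, Myog and Myf5, 37 named genes were left, among them Spin1 and the ubiquitously expressed Tcf3, Tcf4 and Tcf12. Their counts of such peaks within 100 kb added up to 8, against a median of 6 in 10000 random gene lists with the same promoter occupancy. A peak near several genes was counted for each, and the random lists were not matched for neighboring genes such as Tnni2 and Tnnt3. The summed count of 8 was above that of 64.6% of the random lists (one-sided permutation test, p = 0.354), so the excess that the hypothesis asked for was not found. With so few peaks, a small excess cannot be excluded and may exist.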

How the results depend on the processing

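All alternatives in this part were planned. No paired analysis was possible because each ChIP-seq sample is a single library without replicates. The H3K4me3-occupied genes as a background for the paper's 88 DEGs were not run, since this needs the number of all E16.5 DEGs with H3K4me3.

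For the 30 results that answer a comparison, 152 alternatives were computed. Of these, 113 kept the value within its interval, within 1.5 times the count, or on its side of the test. This number leans on 15 tallies of named genes, with 75 alternatives, of which 71 stayed the same. Of the 37 alternatives that moved, only 4 were such tallies. Gene counts stayed within 1.5 times for Spin1, from 9966 to 13470 genes, for H3K4me3, from 13227 to 16482, and for both, from 9965 to 13440. The fold enrichment of overlap, 18.5 with each peak moved on its own and 39.5 with both lists limited to peaks outside promoters, and R, from 1.47 to 1.77, kept their direction and their side of the threshold, as did the score correlations, from 0.148 to 0.501.

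The promoter shares of Spin1 and H3K4me3 peaks moved with every alternative. The shares of genes moved with some alternatives and stayed within their intervals with others. A window of TSS±0.5 kb gave 46.8% and 25.7%, a window of TSS±2 kb gave 69.9% and 46.9% with 51.3% of all genes occupied by both, and the window ending 0.1 kb downstream gave 21.0% and 12.5% with 49.6% of genes. A narrower window can only lose peaks and genes and a wider one only gain them, and the window ending 0.1 kb downstream leaves out the peak centers further downstream. Protein-coding genes alone gave 61.4% and 37.2%, 99.9% of Spin1 genes with H3K4me3, and 56.7% of genes with both. With 1 TSS per gene, the shares were 59.4%, 35.8% and, for genes with both, 49.5%. Any overlap of 1 bp gave 69.0% and 47.5%, since it is a looser rule. Centers required inside the promoter gave 85.4% of Spin1 genes with H3K4me3 and 39.7% of genes with both.

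Peaks with a score of at least 100 gave promoter shares of 64.6% and 46.4%, median widths of 1769 and 2098 bp, and 90.7% of Spin1 peaks overlapping H3K4me3. With the 50% of peaks with the highest scores, the promoter shares were 87.7% and 68.5%, the widths 2528 and 3043 bp, the share of Spin1 genes with H3K4me3 99.99%, that of genes with both 38.1%, and the overlap 99.9%. Under this setting, 3 of the 10 named P21 DEGs and 16 of the 53 genes of Fig. 4c had Spin1 at the promoter, and the same numbers had both peaks. The overlap was 89.8% when 50% of the Spin1 peak had to be covered and also 89.8% when its center had to lie in an H3K4me3 peak. For the sizes of these changes, the cause was not tested.

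The paper's 88 of 193 DEGs differed from the share of all genes only with protein-coding genes as background, at a ratio of 0.804 (two-sided exact binomial test, p = 0.00221). The motif difference reversed with CANNTG, to 0.0341 percentage points (Fisher's exact test, p = 1), because nearly every promoter holds this short motif. Genes with Spin1 but no H3K4me3 numbered 1777 with centers inside the promoter, 8 among protein-coding genes and 1 with the highest-scoring peaks, and genes with H3K4me3 but no Spin1 numbered 4846 with the highest-scoring peaks. Of 36 alternatives of the 12 other results, 16 moved. Missing read counts limit what can be said about weak or absent peaks, since a promoter without a peak may be one that the library did not reach, and 8 in place of 12 named fetal DEGs had Spin1 when only the highest-scoring peaks were used.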

Differences from the paper's values

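No test in this part was chosen after the values were seen.

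Genes with a Spin1 but no H3K4me3 peak at the promoter numbered 21, whereas the paper's value is about 9 in Fig. 5a, read by eye. Of the alternatives set before the data were examined, protein-coding genes only gave 8 genes and closed the gap. The others did not, with 18 genes for TSS±0.5 kb, 30 for TSS±2 kb, 17 for the window ending 0.1 kb downstream, 22 with 1 TSS per gene, 27 with a score of at least 100, 1 with the 50% of peaks with the highest scores and 1777 with peak centers inside the promoter.

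The peak numbers were the same as the paper's, and the promoter shares and gene numbers were within 1.5 times of the paper's values. With protein-coding genes only, the promoter shares were 61.4% for Spin1, against the paper's 61.2%, and 37.2% for H3K4me3, against the paper's 37%. With this setting, 11911 genes had Spin1 at the promoter, against the paper's 12438.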

Other observations

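The question of sequencing depth was raised after the result was seen, and the outcome for the paper's 88 DEGs was known when its expectation was written down.

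Spin1 was found at few narrow and nearly all wide H3K4me3 peaks of promoters. Of the narrowest 10% of these H3K4me3 peaks, 7.17% (5.96 to 8.61%) overlapped a Spin1 peak, and of the widest 10%, 99.2% (98.7 to 99.6%). Wider peaks cover more sequence, but this alone is argued against as the cause, because with only the central 500 bp of each H3K4me3 peak the share still went from 6.97% (5.77 to 8.39%) to 91.6% (90.0 to 92.9%). Only 1.98% of the narrowest peaks reached a score of 3100, against 99.9% of the widest, so width and strength go together in this library. Missed Spin1 peaks in a library that was not deep enough cannot be told apart from absent Spin1 at the 7.17% end, since the lists hold no read counts. A preference of Spin1 for wide H3K4me3 domains therefore stays open as a hypothesis, although the central share fell in the widest group.

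A further hypothesis was that promoters with Spin1 and H3K4me3 carry the Myod1 motif MYOD_Q6 (GCANCTGNY) more often than promoters with H3K4me3 alone. The opposite was seen. After GC matching, 47.8% of 2936 promoters with both had the motif and 56.8% of 2936 with H3K4me3 alone, a difference of -9.09 percentage points (two-sided Fisher's exact test, p = 3.54e-12). It was -8.31 points without matching and -10.3 points within TSS±0.5 kb. The test concerns the motif in all promoters and not Myod1 binding or the DEGs, for which the paper reports an enrichment of Myod1 targets.

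The paper's 88 of 193 E16.5 DEGs are 45.6% (38.7 to 52.6%), and 0.901 times the share of all genes with both peaks (two-sided exact binomial test, p = 0.172). That DEGs carry both peaks less often than other genes cannot be decided from this. The test passes its threshold against protein-coding genes but not against all genes, and no other background was tested. The 88 genes also come from the paper's own assignment of peaks, and the background from the one used here.

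Some values belong to no statement on the myoblasts. Of 10 genes that the text names as DEGs in muscle at P21, 8 had Spin1 and H3K4me3 at the promoter in myoblasts, and Phkg1 and Chrne had neither. Of 11 genes for regulators and Spin1 itself, 10 had both peaks, and Myf6 had H3K4me3 alone. The Spin1 gene carried a Spin1 peak from 51099641 to 51103680 on chromosome 13 with a score of 3100. The 21 genes with Spin1 but no H3K4me3 at the promoter, of which some are named here after their values were seen, included 8 that are protein-coding, namely Adgrg3, Fam71f1, Galntl5, Gm20594, Ifit1bl1, S100a2, Smim38 and Soat2, and the microRNA genes Mir12193, Mir133c, Mir206, Mir7014 and Mir7658. The annotated microRNA genes are short, and whether their annotated starts are those of the transcripts was not tested.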
